# Single-cell transcriptomics reveals functionally specialized vascular endothelium in brain

**DOI:** 10.7554/eLife.57520

**Published:** 2022-10-05

**Authors:** Hyun-Woo Jeong, Rodrigo Diéguez-Hurtado, Hendrik Arf, Jian Song, Hongryeol Park, Kai Kruse, Lydia Sorokin, Ralf H Adams

**Keywords:** blood-brain barrier, vasculature, single-cell RNA sequencing, non-neuronal cell populations, Mouse

## Abstract

The blood-brain barrier (BBB) limits the entry of leukocytes and potentially harmful substances from the circulation into the central nervous system (CNS). While BBB defects are a hallmark of many neurological disorders, the cellular heterogeneity at the neurovascular interface, and the mechanisms governing neuroinflammation are not fully understood.

Through single-cell RNA sequencing of non-neuronal cell populations of the murine cerebral cortex during development, adulthood, ageing, and neuroinflammation, we identify reactive endothelial venules, a compartment of specialized postcapillary endothelial cells that are characterized by consistent expression of cell adhesion molecules, preferential leukocyte transmigration, association with perivascular macrophage populations, and endothelial activation initiating CNS immune responses. Our results provide novel insights into the heterogeneity of the cerebral vasculature and a useful resource for the molecular alterations associated with neuroinflammation and ageing.

## Introduction

The blood-brain barrier (BBB) controls the entry of a wide range of molecules from the circulation into the central nervous system (CNS) and thereby maintains the appropriate chemical and cellular composition of the neuronal ‘milieu’, which is required for the correct function of synapses and neuronal circuits (Zlokovic, 2008; Zlokovic, 2010). The BBB also protects the brain against the entry of leukocytes and potentially harmful substances, a function that is compromised in conditions such as multiple sclerosis, cancer, after stroke, or in response to physical brain damage (Arvanitis et al., 2020; Lopes Pinheiro et al., 2016; Thal and Neuhaus, 2014). The neurovascular unit, the anatomical structure underlying the BBB, comprised different cell types including endothelial cells (ECs), pericytes, and astrocytes, which are all located in close proximity and presumably affect each other through reciprocal interactions (Armulik et al., 2011; Liebner et al., 2018).

Previous work has established that leukocyte extravasation – the exit from the blood stream into the tissue – generally occurs in postcapillary venules of the skin, muscle, and mesentery, whereas in lung and liver this process is confined to microcapillaries (Strell and Entschladen, 2008). Even in the absence of neuroinflammation, peripherally activated circulating T cells can cross the endothelium of postcapillary vessels and reach the adjacent subarachnoid space. Here, T cells can encounter tissue resident antigen-presenting cells (APCs), but they are unable to traverse the astrocytic basement membrane and glia limitans (Mapunda et al., 2022). In the absence of cognate antigen presented by APCs, T cells undergo apoptosis or re-enter the circulation (Mastorakos and McGavern, 2019). Accordingly, immune surveillance and the initiation of CNS immune responses are highly dependent on the cellular and molecular components of the postcapillary venules and the perivascular environment, but we currently lack a comprehensive understanding of the underlying molecular mechanisms.

Transcriptional profiling has recently provided important insights into the cellular composition of the CNS and the arterial-venous zonation of brain vessels during postnatal development and adult homeostasis (Sabbagh et al., 2018; Vanlandewijck et al., 2018; Zeisel et al., 2015). On the other hand, brain ECs demonstrate similar gene expression changes in various BBB dysfunction models, suggesting a common mechanism for compromised BBB function throughout different neurological disorders (Munji et al., 2019). Despite these important insights, the molecular heterogeneity of vascular cells and their dynamic modulation, which is critical for BBB function (Villabona-Rueda et al., 2019), remains insufficiently understood. One critical technical issue is the low abundance of vascular cells relative to neural cell types in the brain.

In this study, we have established a protocol for the depletion of neurons and oligodendrocytes prior to droplet-based single-cell transcriptome analysis of non-neuronal cells in mouse cerebral cortex. We have generated a comprehensive resource of vascular gene expression at single-cell resolution during postnatal development, adulthood, ageing, and in the demyelinating neuroinflammatory condition of experimental autoimmune encephalomyelitis (EAE), a mouse model of human multiple sclerosis (Ben-Nun et al., 2014). This resulting data, which can be interrogated at single-cell.mpi-muenster.mpg.de, provides useful insights into the cellular and molecular heterogeneity of blood vessels in brain and permits identification of functionally specialized reactive postcapillary venules (REVs), which we propose to regulate the infiltration of activated leukocytes during neuroinflammation. Using a computational framework, we have also constructed a detailed cell-to-cell intercommunication map of the brain vasculature.

## Results

### Single-cell RNA-sequencing of non-neuronal cell population in mouse cerebral cortex

To enrich vascular and vessel wall-associated cell types while preserving the heterogeneity of these populations, we depleted myelin-associated neurons and oligodendrocytes, the most abundant cell types in CNS, using a bovine serum albumin (BSA)-gradient method (Figure 1—figure supplement 1A, B). Following quality control and data trimming (Figure 1—figure supplement 1C), a total of 29,406 single cells from three different postnatal ages, juvenile (10,796 cells, postnatal day 10), adult (9871 cells, 7–11 weeks), and aged (8739 cells, 18 months) were analyzed further (Figure 1—figure supplement 2A). 

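Cells were dissociated from myelin-depleted cerebral cortex and captured on the 10x Chromium system with the 3′ v2 chemistry, in which each transcript copy carries a unique molecular identifier (UMI). There were 4 juvenile libraries (postnatal day 10) and 3 adult libraries (7–11 weeks), prepared from pooled tissue of 6 mice, and 2 aged libraries (18 months), prepared from pooled tissue of 3 mice. The authors processed the reads with UMI-tools, STAR (mm10) and featureCounts and deposited the UMI counts of each gene in each cell barcode, without normalization and before their filters on cells. Total UMIs per library ranged from 16072895 to 23425535 in juvenile, from 15755504 to 19605914 in adult and from 16993277 to 17465380 in aged samples. Cells with more than 500 and fewer than 6000 genes and under 25% mitochondrial UMIs were kept, the limits given in the paper's methods, which left 13507 of 14068 juvenile, 10855 of 12109 adult and 9845 of 11661 aged barcodes. The median number of UMIs per kept cell lay between 3777 and 4199.5 in juvenile, 3077.5 and 3886.5 in adult and 2420 and 2658 in aged libraries. Counts were log-normalized with a scale factor of 10000 and clustered on 2000 variable genes and 12 principal components, and clusters were named from lists of marker genes. For tests of gene expression, UMIs were summed over the cells of a type in each library with at least 10 such cells, and were compared with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts, for whole cell types between ages over the sums of all 11 libraries of the study. Adjusted p-values are from the Benjamini-Hochberg method, a gene was called at 0.05, and the replicates were libraries, not cells. The libraries of one age differed to unequal degrees. The chi-square between Adult 2 and Adult 3 was 0.701 times the median of 100 random divisions of their joined ECs and 1.01 times that of their microglia. Between Adult 1 and either of them it was 21.9 and 23.2 times that median in ECs and 3.91 and 3.69 times in microglia. For Juvenile 1 and 2 the ratios were 1.59 in ECs and 1.49 in microglia, for Juvenile 3 and 4 they were 1.56 and 1.18, and across these pairs they ranged from 7.12 to 9.54. For the aged libraries they were 1.91 and 1.24. Means and SDs are therefore given over 2 units per age (n = 2): Adult 1 and the mean of Adult 2 and 3, the means of both juvenile pairs, and each aged library. The aged libraries thus count as 2 units although they differed about as little as the pairs that were averaged, so their SDs cannot be compared with those of adult and juvenile samples.

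**Figure D1:**
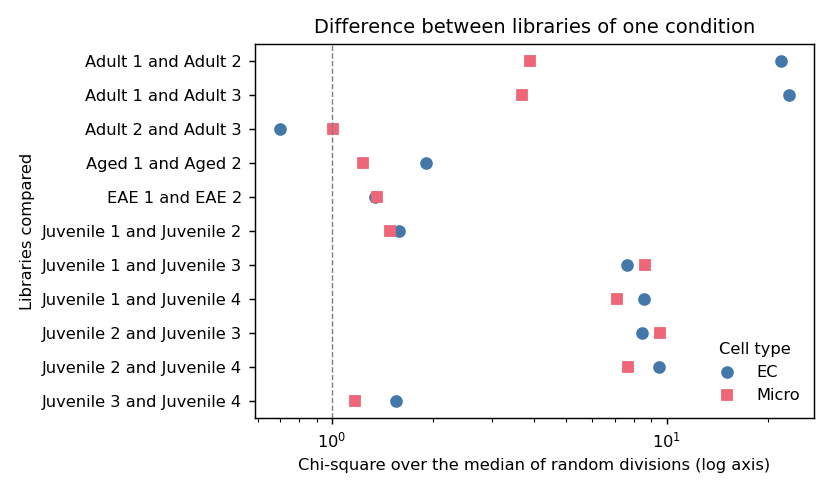
Chi-square between the summed UMI counts of libraries of the same condition, over the median of 100 random divisions of their joined cells (log axis), for ECs and microglia. Adult 1 lies at 21.9 and 23.2 from the other adult libraries in ECs, and Adult 2 and Adult 3 lie at 0.701 from each other.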

Analysis by a nonlinear dimensionality reduction technique, uniform manifold approximation and projection (UMAP) (Figure 1A–C), and unsupervised hierarchical clustering (Figure 1D and E) established six different non-neuronal cell types, namely ECs, microglia (Micro), astroependymal cells (Astro), perivascular macrophages (PVMs), mural cells (Mural), and cerebral fibroblast-like cells (Fibro). 

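From the deposited counts, clusters were named EC for 3123 juvenile, 5043 adult and 5807 aged cells and Micro for 3770, 963 and 1186 cells. The name Astro went to 2046 juvenile, 2871 adult and 846 aged cells, PVM to 590, 532 and 446, Mural to 530, 425 and 281, and Fibro to 994, 63 and 76. Clusters with astrocyte or ependymal markers, 1453 and 762 cells over all libraries, were named apart and are not among the 6 types. The class named here from astroependymal markers held Ttr, a gene of the choroid plexus, at 299500 to 360400 CPM (counts of a gene scaled to the total of a cell population in a library) in each library. ECs made up 27.5% ± 5.47 (SD, n = 2) of the 6 cell types in juvenile, 44.8% ± 20.0 in adult and 67.2% ± 0.629 in aged samples. Between adult and aged samples the means over units differed by 22.4 percentage points, and by 8.23 without Adult 1. The exact permutation test over units gave a two-sided p of 0.333, the smallest possible. Over libraries, whose means it compares, it gave 0.3 (smallest possible 0.1), so a difference was not decided. Both aged libraries (66.8% and 67.7%) lay above every adult library (30.6% in Adult 1, 58.7% and 59.3%). Between adult and juvenile samples the means over units differed by 17.3 percentage points, and by 31.5 without Adult 1. The exact permutation test gave a two-sided p of 0.667 over units and 0.0857 over libraries (smallest possible 0.333 and 0.0286). In a setting without cells called doublets by Scrublet, clusters were also drawn and named again, and 101 cells of Adult 1 were named ECs, against 859 here. A cluster with 751 cells of Adult 1 went unnamed there, so both differences depend on how the cells of this library are named. In all 3 ages the libraries were dissociated and captured before counting, so these shares describe recovered cells, not tissue.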

Each cell type was successfully annotated by known marker genes such as *Flt1* for ECs, *Tmem119* for microglia, *Folr1* for astroependymal cells, *Mrc1* for PVMs, *Rgs5* for mural cells, and *Nov* for the Fibro population (Figure 1E and F). 

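The 6 genes were kept out of the clustering and of the naming of clusters, so that their levels could be read independently in the named types. Each was highest in its own type in 9 of 9 juvenile, adult and aged libraries. Flt1 (chromosome 5, 147561604–147726011, GRCm38) was at least 6.68 times as high in ECs as in the next of the 6 types in any library, and Tmem119 (chromosome 5, 113793729–113800516) at least 6.22 times as high in microglia. The lowest ratio to the next type was 6.06 for Folr1 (chromosome 7, 101858331–101870788) in astroependymal cells and 17.6 for Mrc1 (chromosome 2, 14229392–14332057) in PVMs. For Rgs5 (chromosome 1, 169655501–169695813) in mural cells it was 95.3, and for Nov, now Ccn3 (chromosome 15, 54745702–54754039), in fibroblast-like cells 41.1. When cells were named by a marker score without clustering, which moved these ratios most, the lowest were 10.9 for Flt1 and 75.7 for Rgs5, and Nov could be read in 8 libraries, as its highest type in all 8.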

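The level of each marker in its own cell type differed between ages by more than the spread of the units for some genes and not for others. Flt1 in ECs was at 1075 ± 109 CPM (SD, n = 2) in juvenile, 2460 ± 213 in adult and 2446 ± 21.2 in aged samples. Tmem119 in microglia was at 1683 ± 684, 2493 ± 232 and 2772 ± 103 CPM, and Folr1 in astroependymal cells at 1017 ± 43.5, 1004 ± 49.1 and 942 ± 23.0 CPM. Mrc1 in PVMs was at 2870 ± 89.8 CPM in juvenile, 1955 ± 148 in adult and 1226 ± 13.4 in aged samples. Rgs5 in mural cells was at 12650 ± 2111, 5604 ± 734 and 6484 ± 610 CPM, and Nov in fibroblast-like cells at 1054 ± 171, 1837 ± 1024 and 1730 ± 424 CPM.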

All these markers are expressed specifically and continuously in all age groups analyzed (Figure 1—figure supplement 2B-D).

**Figure 1.**
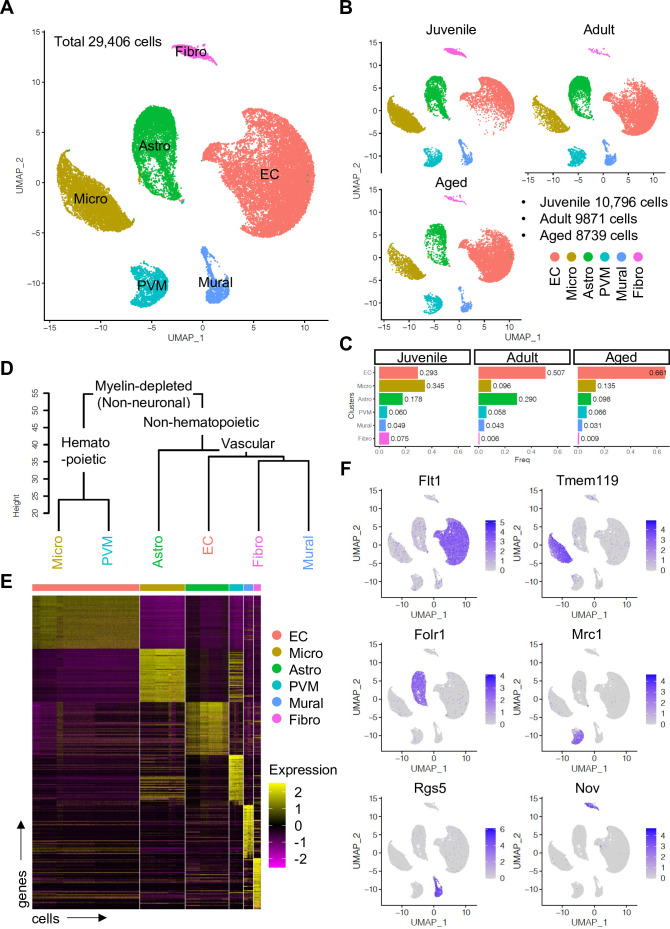
Single-cell RNA-seq analysis of non-neuronal cell types in mouse cerebral cortex. (**A**) Uniform manifold approximation and projection (UMAP) plot of 29,406 myelin-depleted single cells from murine cerebral cortex. Colors represent endothelial cells (EC), microglia (Micro), astroependymal cells (Astro), perivascular macrophage (PVM), mural cell (Mural), and cerebral fibroblast (Fibro). (**B**) Split UMAP plots showing separated cells from juvenile, adult, and aged samples, respectively. (**C**) Bar plots show the relative frequency of cell types for each age. (**D**) Dendrogram describing the taxonomy of all identified non-neuronal cell types. (**E**) Heatmap indicates the top 50 marker genes for each cell type. (**F**) Expression distribution of the top marker genes for each cell type projected onto the UMAP plot. Color represents the scaled expression level. Figure 1—source data 1.Source data for Figure 1C.

**Figure 1—figure supplement 1.**
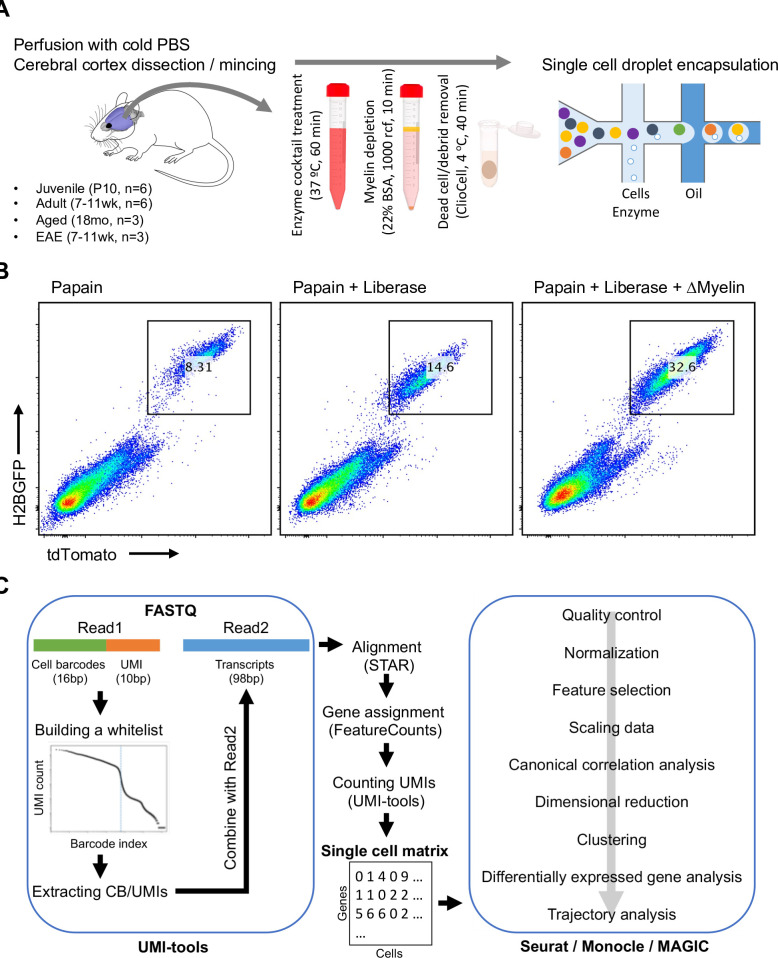
Analysis of vascular and perivascular cell types in mouse cerebral cortex using single-cell RNA-seq. (**A**) Workflow for the enrichment of blood vessel-associated cell types from cerebral cortex of juvenile (**P10**), adult (7–11 weeks), aged (18 months), and experimental autoimmune encephalomyelitis (EAE; 7–11 weeks, peak of disease) mice. (**B**) Flow cytometry plots depicting enrichment of endothelial cells from cerebral cortex of P10 *Cdh5-H2BGFP/tdTomato* transgenic mice using different tissue dissociation methods. (**C**) Pipeline for the single-cell RNA-seq data analysis.

**Figure 1—figure supplement 2.**
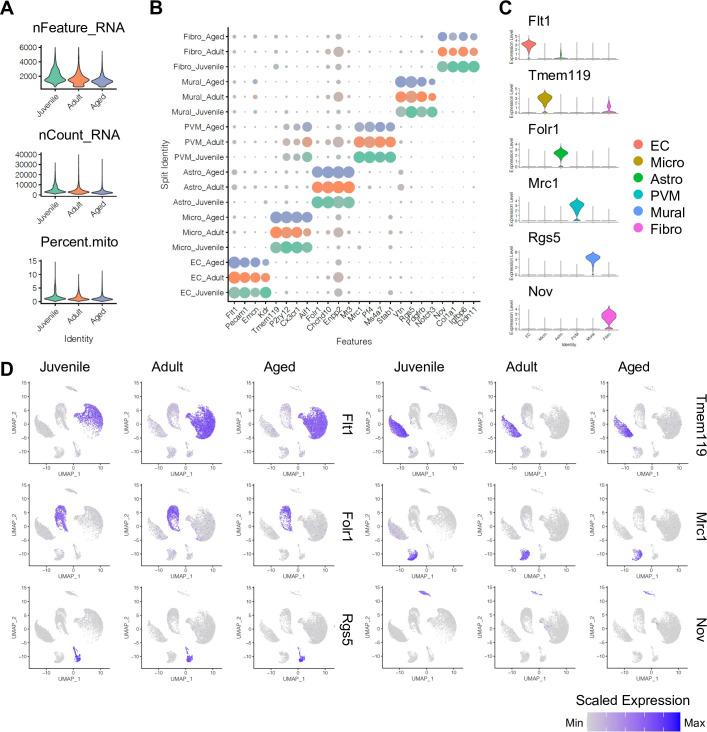
Expression of major cell type marker genes. (**A**) Violin plots displaying number of genes (nFeature_Gene), number of unique molecular identifiers (UMI; nFeature_UMI), and percentage of mitochondrial genes (percent.mito) in juvenile, adult, and aged samples. (**B**) Dot plot showing the expression of top cell type-specific genes, with the dot size representing the percentage of cells expressing the gene, and colors representing the average expression of the gene within a cluster. (**C–D**) The top cell type-specific genes are shown in violin plots (**C**) and uniform manifold approximation and projection plots (**D**). Color represents the scaled expression level.

### Unsupervised clustering reveals a diversity of EC subtypes

To gain insight into the heterogeneity of vascular and perivascular cell types, we first analyzed ECs during postnatal development using UMAP dimensionality reduction. Juvenile ECs were annotated to six different subclusters corresponding to arterial, capillary/precapillary arteriolar (CapA), capillary/postcapillary venular (CapV), venous, mitotic, and tip ECs (Figure 2—figure supplement 1A, B). 

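Juvenile ECs of the 4 libraries were integrated and subclustered from the deposited counts with Mcam and Top2a, among other genes to be tested, left out. CapV ECs were the most numerous, with 210 to 530 cells per library. There were 74 to 135 arterial, 45 to 162 CapA and 59 to 74 venous ECs per library, together with 46 to 74 mitotic and 26 to 67 tip ECs. Of 3123 juvenile ECs, 113 carried markers of a second class and 40 could not be named, and these were set aside (4.90%). The share of juvenile ECs with at least 2 UMIs of cell cycle genes, after thinning each cell to 1500 UMIs, was 5.50% ± 1.74 (SD, n = 2). In the ECs named mitotic the same share was 58.6% ± 4.75.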

Trajectory analysis indicates that there are one mitotic axis (M) and a tip cell axis (T), which are closely associated with venous populations (V), whereas arterial ECs (A) are found in a different branch of polarization (Figure 2—figure supplement 1C). 

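UMIs of tip and mitotic ECs were summed per library and compared with those of CapA and arterial ECs of the same library, with the library as a block in edgeR's fit. Of 8317 genes tested, 1813 were higher and 1755 lower in tip and mitotic ECs. Among venous genes, Nr2f2 (chromosome 7, 70351944–70366735) was at 76.8 ± 9.89 CPM (SD, n = 2 units) in tip and mitotic and 9.14 ± 1.33 CPM in CapA and arterial ECs, a log2 fold change of 2.76 (SE 0.24, adjusted p = 1.33e-14 by edgeR) with the same direction in all 4 libraries. Slc38a5 had a log2 fold change of 1.96 (adjusted p = 5.94e-42), Icam1 of 2.25 (adjusted p = 1.35e-08) and Tfrc of 0.57 (adjusted p = 0.000212), Tfrc without the same direction in every library. Ephb4 went the other way, with a log2 fold change of -0.30 (adjusted p = 0.0464), and was not called without Juvenile 2 (0.105) or Juvenile 4 (0.411). The 5 genes were fixed before the data were seen from general knowledge and the text. Slc38a5 and Tfrc were also among the genes used to name CapV ECs and stayed in the clustering, so only Nr2f2 and Icam1 were kept out of both. All 5 venous genes were called over all genes tested and 5 when adjusted over the list alone. Of the alternatives, leaving out a library moved the count of genes most, to 2966 without Juvenile 3. Mcam (chromosome 9, 44134469–44142727) was at 309 ± 44.8 CPM in tip ECs and 32.7 ± 12.7 CPM in the other subtypes (log2 fold change 3.42, SE 0.15, adjusted p = 4.71e-20), 1 of 2264 genes called between them. Top2a (chromosome 11, 98992943–99024189) was at 294 ± 44.9 CPM in mitotic ECs and 11.4 ± 9.07 CPM in the others (log2 fold change 5.18, SE 0.33, adjusted p = 8.92e-10), 1 of 3359 genes called. Hmmr, Ska1 and Cenpe rose most in mitotic ECs, with log2 fold changes of 6.65, 6.61 and 6.54, and Madcam1 and Ppm1j were among the genes that rose most in tip ECs, with 6.18 and 4.08.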

Distinct transcriptional profiles reveal the expression of venous genes in tip and mitotic ECs (Figure 2—figure supplement 1D, E), while these two populations are also distinguished by specifically expressed transcripts such as *Mcam* for tip cells and *Top2a* for mitotic cells (Figure 2—figure supplement 1F). 

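Juvenile ECs other than tip and mitotic ECs were ordered along the first principal component of their expression, computed without 5 venous genes and 8 arterial genes that were then set against it. Monocle, the tool of the study, was not used here. Spearman's rho of a gene with this order was taken within each of the 4 libraries, with cells as the points and no p-value. All 8 arterial genes had a positive rho in 4 of 4 libraries, with medians from 0.386 for Gja5 to 0.637 for Gja4. Hey1, Vegfc and Bmx had medians of 0.503, 0.508 and 0.478. Among venous genes the median rho was -0.562 for Slc38a5, -0.415 for Tfrc, -0.238 for Nr2f2 and -0.157 for Icam1. For Ephb4 it was -0.0458, with a positive value in 1 library. The mean rho of arterial genes exceeded that of venous genes by 0.707 to 0.831 per library. The median cell of CapV ECs lay at 27.9% to 32.6% of the order, venous ECs at 42.03% to 52.6%, CapA ECs at 70.4% to 72.9% and arterial ECs at 90.8% to 93.4%. At a clustering resolution of 0.9, which moved the mean difference most, it was 0.857.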

Pseudotime reconstruction analysis reveals a continuum of venous-to-arterial gene expression and also confirmed the presence of venous attributes in tip and mitotic ECs (Figure 2—figure supplement 1G-J), consistent with previous findings that tip and mitotic ECs emerge from veins and are, in part, incorporated into arteries (Pitulescu et al., 2017; Xu et al., 2014).

Next, we analyzed adult and aged EC populations. 

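Expression of ECs in 3 adult and 2 aged libraries was compared over 21218 genes and, for the test, over 13809 genes that passed the filter on low counts. ECs had a median of 3148 UMIs per cell in adult and 2341 in aged libraries. Spearman's rho across genes between the mean log-normalized expression of pooled adult and pooled aged ECs was 0.969, and Pearson's r was 0.988, where genes are not independent replicates. Between libraries rho was 0.972 for Adult 2 and 3, 0.971 for the aged libraries, 0.953 and 0.954 for Adult 1 against the other adult libraries, and 0.946 to 0.961 between an adult and an aged library. By edgeR, 531 genes were higher and 805 lower in aged ECs at an adjusted p of 0.05, and 98 genes passed 0.001. The count depended on which libraries were taken as replicates: it was 219 without Aged 1 and 2200 without Adult 1, and with near-identical libraries of every condition summed, a setting chosen after seeing the data, it was 2. The Wilcoxon test over single cells that the study used called each of the 208 genes that passed its limits on the share of cells and the fold change, so this number was set by the limits, and 122 of them were also called by edgeR. Among called genes with at least 50 CPM, H2-Q6, H2-Q7 and S100a6 rose most, and S100a6 went from 17.5 ± 5.93 CPM (SD, n = 2) in adult to 79.6 ± 0.226 CPM in aged ECs (log2 fold change 2.02, SE 0.15, adjusted p = 6.18e-06). H2-Q6 and H2-Q7 had log2 fold changes of 2.69 (adjusted p = 0.00126) and 2.64 (adjusted p = 0.00113). Sox4, Auts2 and Ptgds fell most, with log2 fold changes of -3.49, -2.39 and -2.20, and each of these 6 genes separated all adult from all aged libraries. Sox4 (adjusted p = 0.00621) was not called without Aged 1 (0.0755) or Aged 2 (0.0802), nor Ptgds (adjusted p = 0.0293) without Aged 1 (0.213) or Aged 2 (0.141). None of the 6 was called with near-identical libraries summed.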

Although there was no striking change in gene expression profiles between adult and aged ECs (Spearman’s correlation coefficient = 0.9852), 407 genes were identified as differentially expressed (Padj <0.001, Figure 2—figure supplement 2A). Gene set enrichment analysis (GSEA) indicates that genes related to ECM-receptor interaction, focal adhesion, and the P53 signalling pathway are enriched in adult ECs, while genes related to cell adhesion molecules, chemokine signalling, and T cell receptor signalling are enriched in aged ECs (Figure 2—figure supplement 2B, C), indicating that ECs undergo molecular changes toward a proinflammatory state during ageing, which is consistent with recently published work (Chen et al., 2020).

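The paper's pathway sets were not among the inputs, so 7 Reactome sets of similar content, fixed in advance, were tested on the same comparison of aged with adult ECs by camera with a preset inter-gene correlation of 0.01. Extracellular matrix organization (165 genes, 46 of them higher in aged ECs) was lower in aged ECs, with a median log2 fold change of -0.24 and an adjusted p of 0.0117 over the 7 sets. Integrin cell surface interactions (55 genes) was also lower (median -0.26, adjusted p = 0.0141). Antigen presentation by class I MHC (25 genes, 17 higher) was higher in aged ECs (median 0.12, adjusted p = 0.0366). Chemokine receptors and their ligands (37 genes, adjusted p = 0.484) and interferon gamma signaling (68 genes, adjusted p = 0.0976) were not called. TCR signaling was not called either (43 genes, adjusted p = 0.889), with a median of -0.03, a mean of 0.12 and a direction that was up by camera and down by fry. All 3 calls held under fry, which also called interferon gamma signaling (adjusted p = 0.0177), and none held when the correlation was estimated from the data. Without Aged 1 none of the 7 sets was called, the lowest adjusted p being 0.0661.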

To investigate EC subtypes during homeostasis, we performed subclustering analysis of adult and aged ECs together. As expected, tip and mitotic EC populations are largely absent in these samples, whereas venous, CapV, CapA, and arterial ECs are clearly segregated (Figure 2A and B and Figure 2—figure supplement 3A, B). 

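ECs of 3 adult and 2 aged libraries were subclustered with Icam1, Vcam1, Vwf, Irf1 and Nr2f2 left out of the clustering and naming. Adult and aged cells were integrated with each other, and the libraries of 1 age were joined without integration. CapV ECs numbered 458 to 1456 per library, CapA ECs 159 to 808, venous ECs 200 to 523 and arterial ECs 12 to 118. No subcluster was named tip or mitotic. After thinning to 1500 UMIs, cell cycle genes reached at least 2 UMIs in 3 of 2014 ECs of Adult 3 (0.149%, 95% Clopper-Pearson interval 0.0307% to 0.435%). They did so in 0 of 1938 ECs of Adult 2, 0 of 795 of Adult 1 and 0 of 2514 in each aged library. The share was 8.53% (6.32% to 11.2%) in Juvenile 1 and 3.88% (2.77% to 5.26%) in Juvenile 4, the highest and lowest juvenile libraries.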

Interestingly, we found one additional minor but distinctive subpopulation of venous ECs (Figure 2A and B; boxed area), which we subsequently termed REV. These ECs are characterized by the expression of *Icam1* and *Vcam1*, encoding intercellular adhesion molecules (ICAMs), and the endothelial activation or dysfunction markers *Vwf* and *Irf1* (Figure 2C and D). It has been reported that endothelial expression of ICAM-1 is essential for transcellular diapedesis (Abadier et al., 2015) but is suppressed by sonic hedgehog signalling in the CNS during homeostasis, thereby limiting infiltration of circulating inflammatory leukocytes through the BBB (Alvarez et al., 2011). However, the small subpopulation of venous ECs we found from the single-cell transcriptome data shows consistent expression of *Icam1* even in immunologically naïve conditions both in adult and aged mice (Figure 2D and E). 

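In the subclustering from the deposited counts, the subcluster named REV held 33 and 44 cells in Adult 2 and 3, 48 and 42 cells in Aged 1 and 2, and 6 cells in Adult 1, which was left out of the tests of REVs for having fewer than 10. These cells had a median of 3524 UMIs, compared with 2664 in venous and 2525 in CapV ECs. Nr2f2, a venous transcription factor gene that was not used to define the subclusters, had a median over libraries of 307 CPM in REVs, 60.9 CPM in venous, 49.9 CPM in CapV, 17.1 CPM in CapA and 2.41 CPM in arterial ECs. In REVs it ranged from 260 to 367 CPM over 4 libraries, above its highest value in venous ECs (70.6 CPM). Slc38a5 had medians of 1100, 321, 474, 67.4 and 13.2 CPM in the same order of subtypes.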

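UMIs of REVs were summed per library and compared with those of all other ECs of the same library, with the library as a block (4 libraries, 11001 genes tested), so that differences between libraries do not enter. The 4 genes played no part in the definition of the subcluster. Icam1 (chromosome 9, 21015985–21028817, GRCm38) was at 845 ± 135 CPM (SD, n = 3 units) in REVs and 56.0 ± 11.4 CPM in other ECs, a log2 fold change of 3.85 (SE 0.12, adjusted p = 3.27e-225 by edgeR). Vcam1 (chromosome 3, 116109949–116129688) was at 2394 ± 480 and 173 ± 23.4 CPM, a log2 fold change of 3.81 (SE 0.10). Vwf (chromosome 6, 125546774–125686679) was at 1671 ± 90.7 and 206 ± 34.6 CPM (log2 fold change 3.10, SE 0.10, adjusted p = 5.89e-214). Irf1 (chromosome 11, 53770014–53778374) was at 1050 ± 397 and 101 ± 13.5 CPM (log2 fold change 3.42, SE 0.11, adjusted p = 1.54e-217). All 4 genes were higher in REVs in each of the 4 libraries, and with any library left out the log2 fold change of Icam1 stayed between 3.74 and 3.97. Without integration, where a broader group of 856 cells was named REVs, Irf1 was not called (log2 fold change 2.28, adjusted p = 0.0979). Over all alternatives its adjusted p was at most that value. Vwf was also expressed in arterial ECs, with a median over libraries of 875 CPM against 1646 CPM in REVs and 88.5 CPM in venous ECs.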

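Icam1 was between 710 and 967 CPM in the REVs of each of the 4 adult and aged libraries with at least 10 such cells. Its highest value in any library was 115.7 CPM in CapV, 37.4 CPM in venous, 43.0 CPM in CapA and 33.1 CPM in arterial ECs. In ECs as a whole, Icam1 was at 51.6 ± 41.9 CPM (SD, n = 2) in adult and 65.5 ± 13.4 CPM in aged samples, a difference within the spread between replicates (log2 fold change 0.05, SE 0.60, adjusted p = 0.977 by edgeR). Vcam1 (log2 fold change -0.05, adjusted p = 0.956), Vwf (0.54, adjusted p = 0.132) and Irf1 (-0.19, adjusted p = 0.728) were not called between the ages either. Of these 4 genes, 0 were called over all genes tested and 0 when adjusted over the list alone, by edgeR at adjusted p values from 0.132 to 0.977, and DESeq2 gave 0.0728 to 0.983.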

To further characterize the *Icam1*-expressing REVs, we performed gene ontology (GO) term enrichment analysis and revealed that 663 genes (Padj <0.05) predominantly expressed in this cell population were significantly enriched in biological processes involving inflammatory/immune responses, cell adhesion, and leukocyte migration and adhesion (Figure 2F). 

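Between REVs and all other ECs, edgeR called 1883 genes, 939 higher and 944 lower in REVs, of which 1026 passed an adjusted p of 0.001. The Wilcoxon test over single cells, which the paper's methods name, called 619 of 979 genes that passed its limits on the share of cells and the fold change, 444 of them higher, and 615 of the 619 were also called by edgeR. Among called genes with at least 50 CPM that the naming of subclusters did not use, Cxcl11, Gpr126 and Adamts4 rose most, with log2 fold changes of 7.05, 6.53 and 6.29. Cxcl11 was at 197 ± 111 CPM (SD, n = 3) in REVs and 1.43 ± 1.05 CPM in other ECs. Gm9946 had 2 UMIs in REVs and 2256 in other ECs, and Dll4 and Lrrn3, on 4 and 5 UMIs in REVs, had log2 fold changes of -4.20 and -4.04. Leaving out a library gave 1455 genes at the least, without Adult 3, and without integration the count was 1089. GO terms were not used here, and 741 Reactome sets of 10 to 500 genes were tested with camera in their place. At an adjusted p of 0.05, 35 sets were called, 34 higher and 1 lower in REVs. The leading sets concerned translation, such as Eukaryotic Translation Elongation (96 genes, 91 higher, median log2 fold change 0.57, adjusted p = 3.44e-26). Immunoregulatory interactions between a lymphoid and a non-lymphoid cell (26 genes, 17 higher, adjusted p = 0.000118), signaling by interleukins (adjusted p = 0.00324) and chemokine receptors (adjusted p = 0.0227) were also higher, and hedgehog ligand biogenesis was lower (adjusted p = 0.0376). Under fry 366 sets were called, 61 higher and 305 lower, and with an estimated correlation 0 were called.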

An alternative, nonlinear dimensionality reduction method called Markov affinity-based graph imputation of cells (MAGIC) (van Dijk et al., 2018) also shows a distinct subpopulation of venous ECs with predominant expression of Icam1 and Irf1 (Figure 2G and Figure 2—figure supplement 3C), excluding the possibility that the heterogeneity of cerebral venous ECs is a computational artifact.

**Figure 2.**
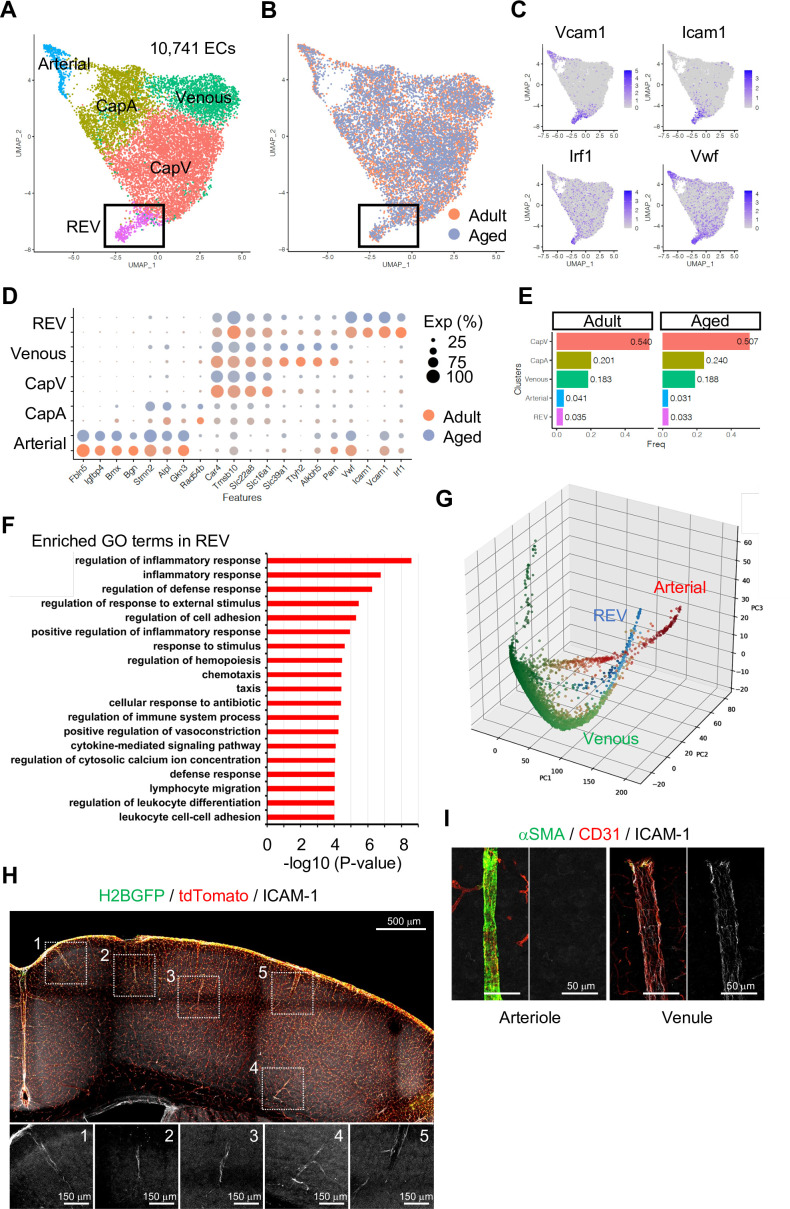
Endothelial cell (EC) subclustering and identification of intercellular adhesion molecule-1 (ICAM-1^+^) endothelial population. (**A–B**) Uniform manifold approximation and projection (UMAP) plots of 10,741 adult and aged mouse ECs. Colors represent cell subclusters (**A**) or age groups (**B**), respectively. Box indicates ICAM-1^+^ reactive endothelial venule (REV) ECs. (**C**) UMAP plots depicting the expression of ICAM-1^+^ EC-enriched genes *Vcam1*, *Icam1*, *Irf1*, and *Vwf*. Color represents scaled expression level. (**D**) Dot plot showing the expression of top subcluster-specific genes, with the dot size representing the percentage of cells expressing the gene and colors representing the average expression of the gene within a cluster. (**E**) Bar plot showing frequency of subclusters for adult and aged ECs. (**F**) Top gene ontology GO0 biological process terms enriched in REV-specific genes. (**G**) Three-dimensional Principal component analysis (PCA) plots generated by Markov affinity-based graph imputation of cells. Cells are colored representing the expression of selected subtype marker genes (green: *Alkbh5* and *Tmsb10* for venous ECs; red: *Alpl* and *Fbln5* for arterial ECs; blue: *Icam1* and *Vcam1* for REVs). (**H**) Representative immunofluorescence image for ICAM-1 in adult *Cdh5-H2BGFP/tdTomato* murine brain cortex. Scale bar, 500 μm. Panels at the bottom show isolated ICAM-1 signal for each area marked in the overview image, representing different cortical areas. Scale bars, 150 μm. (**I**) Immunostaining showing alpha-smooth muscle actin (αSMA), CD31, and ICAM-1 expression. Panels on the right show ICAM-1 signal for arteriole and venule, respectively. Scale bars, 50 μm. Figure 2—source data 1.Source data for Figure 2E.

**Figure 2—figure supplement 1.**
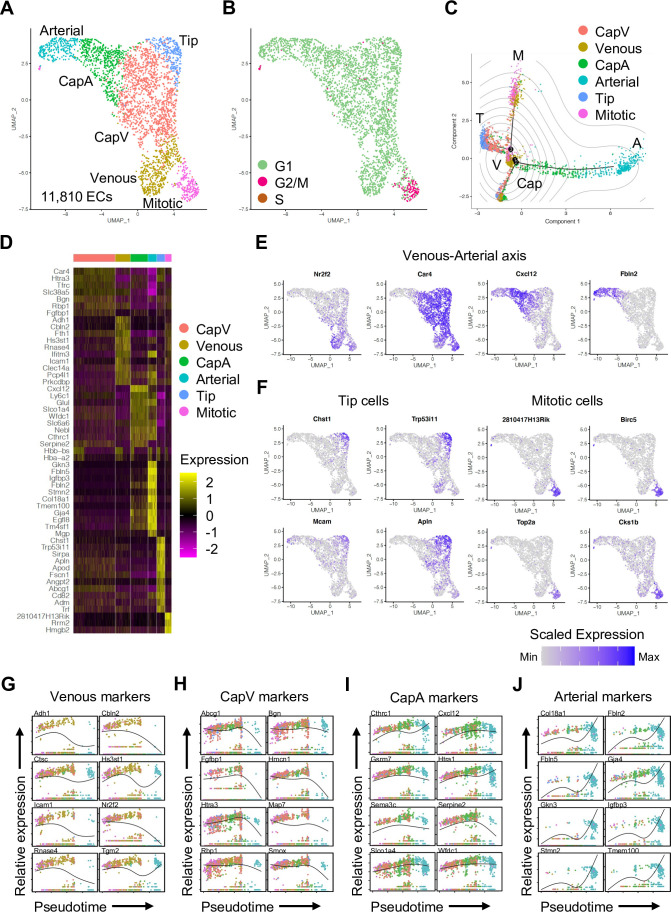
Subclustering analysis of endothelial cells (ECs) during postnatal development. (**A–B**) Uniform manifold approximation and projection (UMAP) plots of juvenile ECs. Colors represent EC subclusters (**A**) or cell cycle phases (**B**). (**C**) Trajectory analysis of juvenile ECs depicting centrally located venous ECs (**V**) and polarized differentiation paths of mitotic (**M**), tip (**T**), capillary (Cap), and arterial (**A**) ECs. Contour plots indicate two-dimensional Gaussian kernel density estimates, and colors represent each subcluster. (**D**) Heatmap of the top 12 marker genes for each subcluster of juvenile ECs. (**E–F**) UMAP plots of marker genes for each subcluster in juvenile ECs. (**G–J**) Kinetic plots showing relative expression of venous to arterial marker genes across pseudotime. Colors represent subclusters shown in (**A**).

**Figure 2—figure supplement 2.**
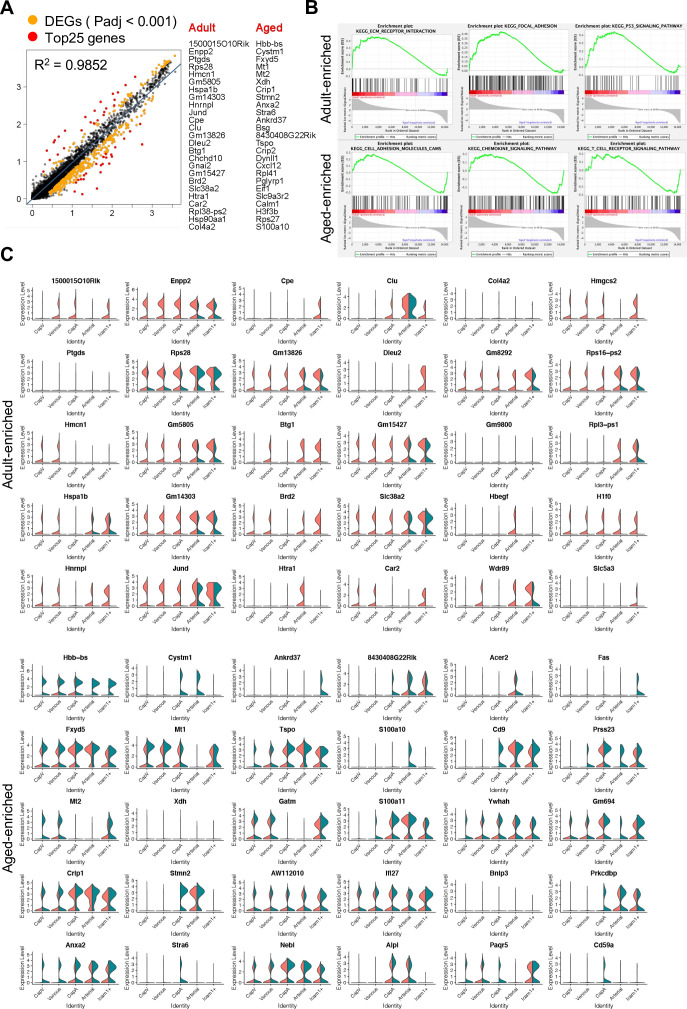
Differential gene expression analysis of adult and aged endothelial cells (ECs). (**A**) Scatter dot plot of differentially expressed genes (yellow dots, Padj <0.001) between ECs from adult and aged samples (407 genes). The 25 most significant genes for each sample (red dots) are listed. (**B**) Representative gene set enrichment analysis plots for overrepresented Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway gene sets in adult or aged ECs. (**C**) Violin plots of the top 30 differentially expressed genes in adult (red) and aged ECs (green).

**Figure 2—figure supplement 3.**
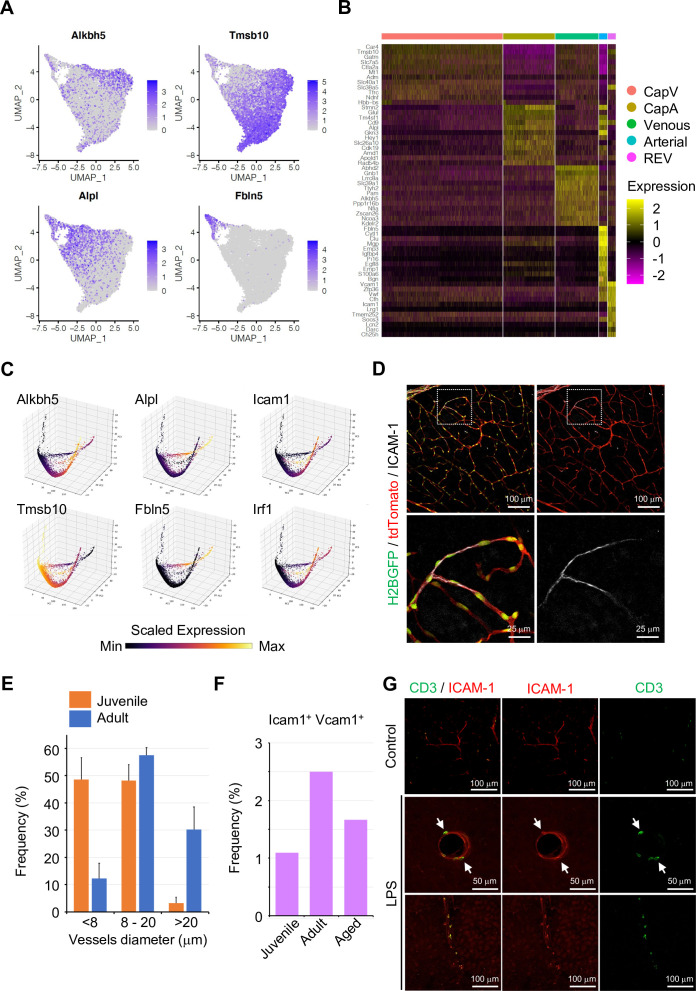
Subclustering analysis of endothelial cells (ECs) during homeostasis. (**A**) Uniform manifold approximation and projection (UMAP) plots depicting the expression of representative marker genes for each subcluster: *Alkbh5* (Venous)*, Tmsb10* (CapV), *Alpl* (CapA), and *Fbln5* (Arterial). Color key indicates scaled expression. (**B**) Heatmap of the top 12 marker genes for each subcluster of homeostatic ECs. (**C**) Three-dimensional PCA plots generated by Markov affinity-based graph imputation of cells depicting the expression of selected subtype marker genes. Color represents the scaled expression. (**D**) Intercellular adhesion molecule-1 (ICAM-1) immunostaining in P10 juvenile *Cdh5-H2BGFP/tdTomato* brain cortex. Scale bars, 100 μm (top), 25 μm (bottom). (**E**) Quantification of ICAM-1^+^ vessel diameter in brain cortical parenchyma. Error bars represent mean ± s.e.m. from three animals. (**F**) Frequency of *Icam1*/*Vcam1* double-positive ECs among all ECs at different ages, according to the single-cell RNA-seq data. (**G**) Immunofluorescence image showing CD3^+^ lymphocytes and ICAM-1^+^ vessels in the cerebral cortex 2 hr after PBS (Control) or lipopolysaccharides (LPS) injection. Scale bar, 50 μm (middle), 100 μm (top and bottom). Figure 2—figure supplement 3—source data 1.Source data for panel E.

Using immunostaining on 100-μm thick brain vibratome sections from transgenic reporter mice expressing nuclear green fluorescent protein (GFP) and membrane Tomato specifically in ECs (*Cdh5-H2BGFP/tdTomato*) (Jeong et al., 2017), we confirmed that ICAM-1^+^ REVs are present throughout the cortex of immunologically unchallenged juvenile (Figure 2—figure supplement 3D) and adult mouse brain (Figure 2H). ICAM-1^+^ vessels in the brain parenchyma are predominantly venules with a diameter ranging from 8 to 50 μm (Figure 2—figure supplement 3E) and low-to-negative coverage by alpha-smooth muscle actin^+^ (αSMA^+^) mural cells (Figure 2I), suggesting that they represent a subpopulation of smaller venules, potentially postcapillary venules where leukocyte extravasation into the brain predominantly occurs. While it was not possible to detect VCAM-1 staining in naïve brains, the cellular frequency of *Icam1* and *Vcam1* double-positive ECs ranges from 1 to 3% of total ECs in all stages analyzed (Figure 2—figure supplement 3F). 

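The share of ECs with at least 1 UMI of both Icam1 and Vcam1 was counted after thinning each cell to 1500 UMIs, since the median depth of ECs was 5971 UMIs in juvenile, 3148 in adult and 2341 in aged libraries. It was 0.383% ± 0.0162 (SD, n = 2) in juvenile, 1.62% ± 1.22 in adult and 2.01% ± 0.0844 in aged samples. By library it was 0.755% in Adult 1 (95% Clopper-Pearson interval 0.278% to 1.64%), 2.73% in Adult 2 (2.06% to 3.56%) and 2.23% in Adult 3 (1.63% to 2.98%). In the aged libraries it was 1.95% (1.44% to 2.57%) and 2.07% (1.55% to 2.70%), and in juvenile libraries it lay between 0% and 0.742%. The background share in microglia, with median depths of 2961, 2540 and 2808 UMIs, was 0.106%, 0.170% and 0.482% in juvenile, adult and aged samples. Adult exceeded juvenile libraries by 1.24 percentage points (exact permutation test over libraries, two-sided p = 0.0286, the smallest possible), but over the 2 units per age p was 0.333, the smallest that these allow. Aged and adult samples differed by 0.389 percentage points (exact permutation test, two-sided p = 1), a difference that became -0.476 without Adult 1. Without thinning the shares were 4.14% ± 2.84, 4.09% ± 1.67 and 3.34% ± 0.0785, so that the difference between adult and juvenile samples was -0.0427.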

Postcapillary venules are the main site of leukocyte extravasation, in most tissues and in the brain, are associated with a perivascular space, defined by the inner endothelial and outer parenchyma or astroglial basement membranes, where activated leukocytes accumulate before entry into the brain parenchyma (Sixt et al., 2001; Zhang et al., 2020). To test whether the ICAM-1^+^ subpopulation is related to leukocyte trafficking upon an acute inflammation, we intraperitoneally injected adult mice with 10 mg/kg of lipopolysaccharides (LPS), perfused the vasculature with ice-cold PBS after 2 hr to remove nonadherent cells from the vessel lumen, and performed immunostaining. Interestingly, this revealed the accumulation of CD3^+^ lymphocytes at ICAM-1^+^ venules prior to significant upregulation of ICAM-1 in other endothelium (Figure 2—figure supplement 3G), suggesting that the ICAM-1^+^ vessel subset might serve as the first entry site of the activated leukocytes to the brain parenchyma in settings of neuroinflammation. Based on these findings, we refer to this vessel compartment as ‘reactive endothelial venules’ (REVs).

### PVMs reside in close proximity of ICAM-1 expressing REV ECs

Brain parenchyma-resident myeloid cell types, namely microglia and PVMs, share expression of myeloid surface markers including CD68, *Fcgr3* (CD16), Cx3cr1, and Aif1 (Figure 3—figure supplement 1A) and are GFP^+^ in *Cx3cr1* reporter mice (Jung et al., 2000; Figure 3—figure supplement 1B). 

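In the deposited counts of juvenile, adult and aged libraries, all 4 genes had UMIs in both cell types, with median depths that differed little (2540 to 2961 UMIs per microglial cell and 2924.5 to 3675 per PVM). Cd68 was at 827 ± 80.1 CPM (SD, n = 6 units over the 3 ages) in microglia and 1167 ± 368 CPM in PVMs. Its log2 fold change of -0.32 (SE 0.12, adjusted p = 0.0265 by edgeR with the library as a block) was not called without Adult 1 (adjusted p = 0.0667), Aged 1 (0.0606) or Aged 2 (0.0645). Fcgr3 was at 1695 ± 535 and 1646 ± 207 CPM (log2 fold change -0.10, adjusted p = 0.384), and Aif1 at 866 ± 196 and 752 ± 87.4 CPM (0.15, adjusted p = 0.111). Cx3cr1 was higher in microglia in each library, at 1467 ± 133 CPM against 371 ± 56.2 CPM in PVMs (log2 fold change 2.00, SE 0.10, adjusted p = 8.18e-15). The Cx3cr1 reporter mice were not part of these libraries.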

At the same time, single-cell transcriptome analysis shows molecular differences between the two cell populations (Figure 3A), which also correlate with distinct morphologies and localization (Figure 3—figure supplement 1B, C). 

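Between microglia and PVMs of the same library (9 libraries), 6993 genes were tested, of which 1948 were higher in microglia and 1960 higher in PVMs. Leaving out any 1 library gave between 3690 and 3829 genes, and the Wilcoxon test over single cells, which moved the count most, gave 1155 of the 1160 genes that passed its limits on the share of cells and the fold change, 1126 of them also called by edgeR. Tmem119 was at 2361 ± 664 CPM (SD, n = 6) in microglia and 52.4 ± 14.8 CPM in PVMs (log2 fold change 5.44, SE 0.19, adjusted p = 2.18e-12). Mrc1 was at 56.6 ± 57.4 CPM in microglia and 2172 ± 689 CPM in PVMs (log2 fold change -5.49, SE 0.44, adjusted p = 6.18e-06). With these and the 4 shared surface markers taken as a list of 6, 4 were called over all genes tested and 4 when adjusted over the list alone. Apart from Tmem119 and genes used for naming, Adora3 and Spint1 were the genes most enriched in microglia, with log2 fold changes of 5.64 and 5.58. Lyve1, Cd209f and Cd209g were the most enriched in PVMs, with log2 fold changes of -9.28, -8.27 and -8.10. For Lyve1 (chromosome 7, 110850607–110863239) this rested on 3381 UMIs in PVMs and 23 in microglia.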

As the heterogeneity of microglia during development, ageing, and brain pathogenesis including Alzheimer’s disease, toxic demyelination, and neurodegeneration has been extensively analyzed at the single cell level (Hammond et al., 2019; Keren-Shaul et al., 2017; Masuda et al., 2019), we focused on the characterization of PVMs in this study. CD206 is predominantly expressed by PVMs (Figure 3—figure supplement 1D), and CD206^+^ PVMs are localized between the subendothelial basement membrane and GFAP^+^ astrocyte processes (Figure 3B–D). PVMs are clearly distinct from EC-associated pericytes (Figure 3C, asterisks) and *Pdgfra*-expressing adventitial fibroblast-like cells (Figure 3D). Consistent with previous reports showing that PVMs are associated with both arteries and veins in the CNS (Faraco et al., 2017; Faraco et al., 2016), we found PVMs in the proximity of ICAM-1^+^ vessels in cortex, thalamus, hippocampus, midbrain, and floor plate (Figure 3E and F).

**Figure 3.**
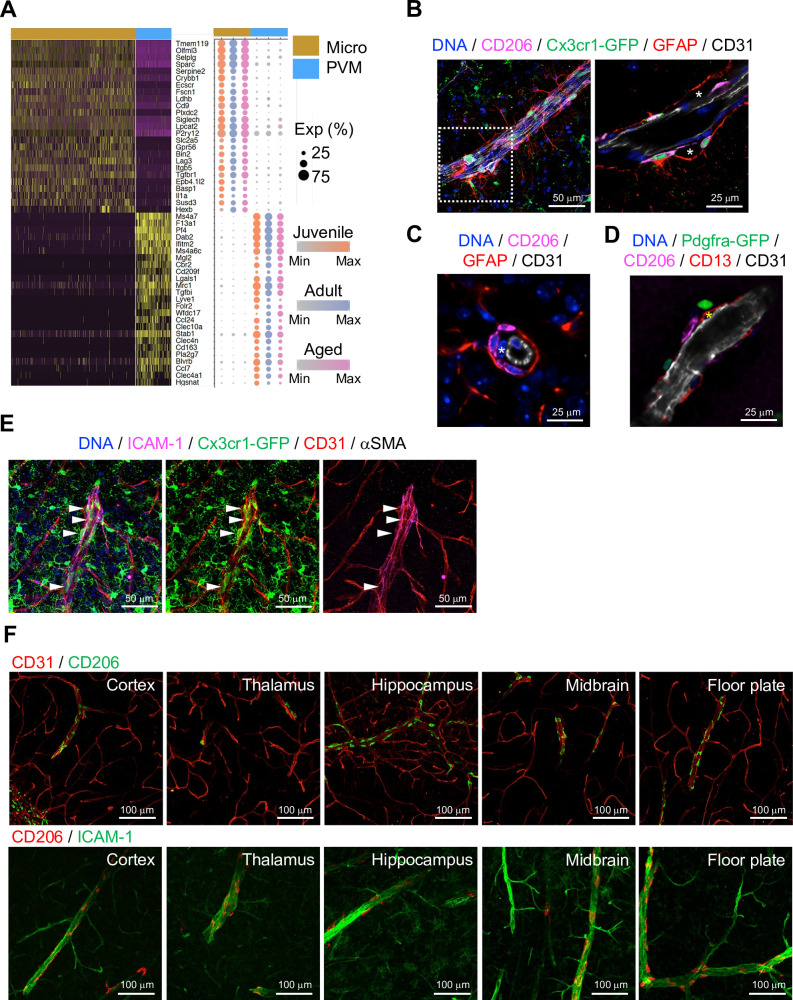
Localization of perivascular macrophages (PVMs). (**A**) Heatmap and expression dot plot for top differentially expressed genes between microglia and PVMs. Dot size represents the percentage of cells expressing each gene, and color keys indicate scaled expression in each age group. (**B**) Immunostaining showing CD206^+^ *Cx3cr1-GFP*^+^ PVMs in perivascular space (asterisk) between ECs (CD31) and astrocyte limitans (GFAP). Scale bars, 50 μm (left), 25 μm (right). (**C–D**) Spatial arrangement of PVMs (CD206), astrocyte limitans (GFAP), pericytes (CD13, asterisks), perivascular fibroblasts (*Pdfgra- GFP*^+^), and endothelial cells (ECs; CD31). Scale bars, 25 μm. (**E**) Confocal image showing *Cx3cr1-GFP* ^+^ microglia and vessel-associated PVMs (arrowheads) next to ICAM1^+^αSMA^-^ CD31^+^ REV ECs. Scale bar, 50 μm. (**F**) CD206^+^ PVMs are associated with ICAM-1^+^ REVs in the indicated brain regions. Scale bars, 100 μm.

**Figure 3—figure supplement 1.**
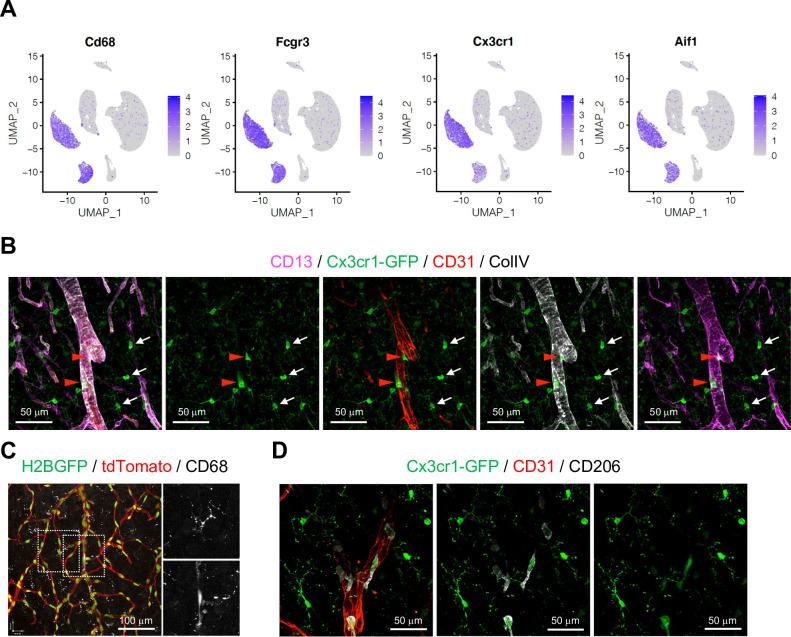
Distinct populations of microglia and perivascular macrophages (PVMs). (**A**) Uniform manifold approximation and projection (UMAP) plots depicting the expression of the known myeloid cell markers *Cd68, Fcgr3, Cx3cr1,* and *Aif1*. Color key represents the scaled expression. (**B**) Immunostaining showing CD13, GFP (*Cx3cr1-GFP*), CD31, and collagen type IV (ColIV) in adult cortex. Scale bars, 50 μm. (**C**) CD68 immunostaining in *Cdh5-H2BGFP/tdTomato* mouse brain cortex. Scale bar, 100 μm. (**D**) *Cx3cr1-GFP* expression, CD31, and CD206 in sections of adult cortex. Scale bars, 50 μm.

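PVMs of juvenile, adult and aged libraries were subclustered with the MHCII genes, Lyve1 and the other genes to be compared left out, and subclusters were named Lyve1+ or MHCII+ from other markers. Lyve1+ PVMs numbered 51 to 173 and MHCII+ PVMs 4 to 24 per library, and cells of subclusters with markers of a second class, 114 in Adult 1 and 3 to 40 in the others, were set aside. In the 6 libraries where edgeR could compare at least 10 cells of both, 2193 genes were tested with the library as a block, of which 115 were higher in Lyve1+ and 137 higher in MHCII+ PVMs. The setting without cells called doublets by Scrublet, in which clusters were also drawn and named again, moved this count most, to 1105, and without Aged 2 it was 167. H2-Aa (chromosome 17, 34282744–34287823) was at 513 ± 737 CPM (SD, n = 6) in Lyve1+ and 8586 ± 9160 CPM in MHCII+ PVMs (log2 fold change -4.76, SE 0.72, adjusted p = 0.0252). H2-Ab1 had a log2 fold change of -4.79 (adjusted p = 0.00778), H2-Eb1 of -4.72 (adjusted p = 0.0348) and Cd74 of -3.69 (adjusted p = 0.0409). Of these 4 only Cd74 differed in the same direction in every library, and all 4 lost their call in a fit without the library block (adjusted p from 0.181 to 0.27), and without Adult 1 H2-Aa (0.105), H2-Eb1 (0.16) and Cd74 (0.135) did so. Lyve1 itself was at 777 ± 488 CPM in Lyve1+ and 294 ± 268 CPM in MHCII+ PVMs (log2 fold change 1.49, SE 0.65, adjusted p = 0.236) and was called under 4 alternatives, among them the setting without Scrublet doublets (3.31, adjusted p = 0.00179). Over all its alternatives the adjusted p of Lyve1 was at most 0.491. Tmem119, a microglial gene, was 1 of the genes most enriched in MHCII+ PVMs (31.6 ± 8.29 against 340 ± 181 CPM, log2 fold change -3.40), and Cd209g and Colec12 were the most enriched in Lyve1+ PVMs (5.20 and 2.31).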

Subclustering analysis indicated at least two different PVM populations, namely Lyve1^+^ and MHC class II^+^ (MHCII^+^) PVMs (Figure 4A–C), and differential gene expression analysis revealed unique transcriptomic landscapes of the two subtypes (Figure 4D, Figure 4—figure supplement 1A, B). Immunostaining of Lyve1 and MHCII also shows the two subtypes in association with ICAM-1^+^ vessels (Figure 4E). Interestingly, GSEA for KEGG signalling pathways indicates that Lyve1^+^ PVMs show enriched expression of genes associated with lysosome activity and endocytosis as well as Wnt signalling, whereas MHCII^+^ PVMs show enrichment of terms such as antigen processing and presentation, cell adhesion molecules, and Toll-like receptor signalling pathway (Figure 4F, Figure 4—figure supplement 1C). 

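The KEGG sets of the paper were not among the inputs, and 4 Reactome sets fixed in advance were tested by camera between Lyve1+ and MHCII+ PVMs. None was called: adjusted p was 0.438 for Lysosome Vesicle Biogenesis (8 genes, 6 of them higher in Lyve1+ PVMs, median log2 fold change 0.18). For Signaling by Wnt (65 genes, 24 higher, median -0.15) it was 0.616, and for Toll-Like Receptors Cascades (30 genes, 13 higher, median -0.20) 0.438. For MHC class II antigen presentation (30 genes, 17 higher) it was 0.754, with a median of 0.07 and a mean of -0.59. Under fry 1 of the 4 sets was called, Lysosome Vesicle Biogenesis (adjusted p = 0.0355), and with an estimated correlation 0 were. When cells were named by a marker score, Toll-Like Receptors Cascades was lower in Lyve1+ PVMs (adjusted p = 0.0321). The MHCII+ sums rested on 11 to 24 cells per library, which limits how many genes could be tested.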

Macrophages can be broadly divided into classical (M1) and alternative (M2) subtypes (Mantovani et al., 2005; Mantovani et al., 2004). M1-polarized macrophages are strongly positive for MHC class II and present antigen to T lymphocytes that neutralize cells with viral or bacterial infections. Macrophages with M2 polarization display homeostatic or anti-inflammatory activity and have a higher endocytic ability compared to M1 macrophages (Tarique et al., 2015). Interestingly, Lyve1^+^ PVMs express anti-inflammatory or immune-suppressive (M2 macrophage-like) polarization genes, such as *Ccr1, Cd163, Cd209a/f, Cd302, Igf1, Il21r, Mrc1, Stab1, Tgfb1*, and *Tslp*, while MHCII^+^ PVMs show increased levels of proinflammatory (M1-like) genes, *Cxcl9, Cxcl10, Cxcl13, Cxcl16, Irf5, Il1a/b, Cxcr4, Il2ra*, and *Tlr2* (Figure 4G). Both PVM subtypes are found at all stages investigated, but the frequency of MHCII^+^ PVMs increases with ageing, which correlates with a decrease in the frequency of Lyve1^+^ PVMs (Figure 4H). 

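The genes were compared between Lyve1+ and MHCII+ PVMs of the same 6 libraries, none of them having been used to define the subclusters. Of 26 genes listed with the MHCII genes and Lyve1, 20 passed the filter on low counts, 12 were called over all genes tested and 15 when adjusted over the list alone. Cd163 was at 509 ± 115 CPM (SD, n = 6) in Lyve1+ and 190 ± 91.0 CPM in MHCII+ PVMs (log2 fold change 1.42, SE 0.22, adjusted p = 8.31e-05 by edgeR). Mrc1 (log2 fold change 1.25, adjusted p = 1.76e-06), Stab1 (1.20, adjusted p = 7.12e-06), Igf1 (1.16, adjusted p = 0.000127) and Tslp (2.50, adjusted p = 8.3e-05) were also higher in Lyve1+ PVMs in every library. Cd209f (3.07, adjusted p = 0.0778), Cd209a (3.23, adjusted p = 0.269) and Ccr1 (0.67, adjusted p = 0.158) were higher on average without being called, and Cd209a rested on 22 UMIs in MHCII+ PVMs. Cd302 (0.17), Il21r (-0.10) and Tgfb1 (-0.16) had adjusted p values of 0.601, 0.839 and 0.656. Cxcl16 was at 101 ± 71.8 CPM in Lyve1+ and 508 ± 217 CPM in MHCII+ PVMs (log2 fold change -2.36, SE 0.20, adjusted p = 4.42e-08). Il1b (-3.26, adjusted p = 0.00864) and Tlr2 (-1.26, adjusted p = 2.7e-05) were also higher in MHCII+ PVMs in every library, and Irf5 (-0.62, adjusted p = 0.0768) was not called. Cxcl9, Cxcl10, Cxcl13, Il1a, Cxcr4 and Il2ra were below the filter. Their UMIs in Lyve1+ and MHCII+ PVMs were 9 and 49 for Cxcl9, 88 and 50 for Cxcl10, 15 and 711 for Cxcl13, 43 and 13 for Il1a, 79 and 22 for Cxcr4 and 1 and 0 for Il2ra. MHCII+ PVMs were 7.80% (Juvenile 2) to 25% (Adult 1) of the named PVMs in these libraries. More UMIs in Lyve1+ PVMs, as for Cxcl10, Il1a and Cxcr4, therefore do not mean a higher level per cell.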

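PVMs were counted as MHCII+ without clustering, as cells with at least 3 UMIs of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 together after thinning to 1500 UMIs. The share was 1.35% ± 0.518 (SD, n = 2) in juvenile, 10.7% ± 3.85 in adult and 29.4% ± 0.825 in aged PVMs. In ECs, where these transcripts serve as background, it was 0.221%, 0.329% and 0.577%, with median depths of 5971, 3148 and 2341 UMIs before thinning against 3150.5, 3675 and 2924.5 in PVMs. By library it was 13.5% in Adult 1 (95% Clopper-Pearson interval 8.72% to 19.5%), 8.48% in Adult 2 and 7.51% in Adult 3, 28.8% in Aged 1 (22.7% to 35.5%) and 29.9% in Aged 2, and 0% to 2.03% in the juvenile libraries. The difference of 18.6 percentage points between aged and adult samples had the smallest two-sided p that 3 against 2 libraries allow (exact permutation test, p = 0.1). By the same exact permutation test that of 9.38 between adult and juvenile samples had p = 0.0286, the smallest for 4 against 3, and over units both had p = 0.333, the smallest possible. In the setting without cells called doublets, in which clusters were also drawn and named again, the difference between aged and adult samples was 28.2 percentage points. MHCII+ PVMs by subcluster made up 6.41% ± 1.43 of juvenile, 15.6% ± 13.4 of adult and 11.6% ± 0.893 of aged PVMs that could be named. A comparison of these shares between ages was left out after the values were seen, because the size of a cluster follows the genes that define it. The share of Lyve1+ PVMs was not tested separately.

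**Figure D2:**
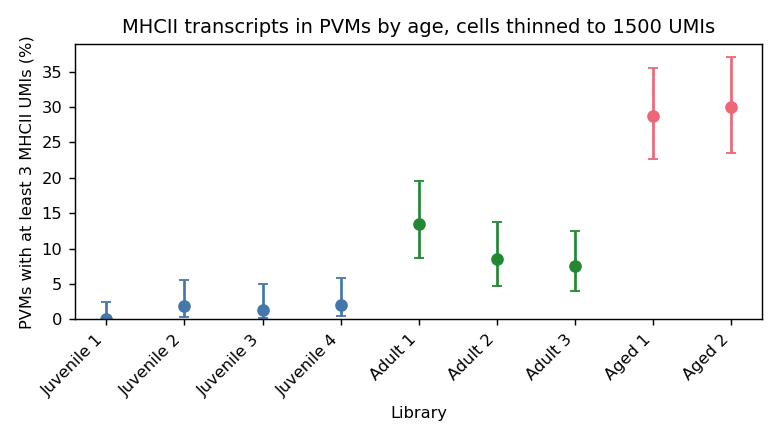
Share of PVMs with at least 3 UMIs of MHCII genes in each juvenile, adult and aged library, after thinning to 1500 UMIs, with 95% Clopper-Pearson intervals. Both aged libraries, at 28.8% and 29.9%, lie above the adult libraries, of which Adult 1 is highest at 13.5%.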

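Expression was compared between all PVMs of 2 aged and 3 adult libraries, with no subcluster involved. Of 7866 genes tested, 122 were higher and 116 lower in aged PVMs, and the count was 53 without Aged 1 and 360 without Adult 1. With near-identical libraries of every condition summed it was 35. H2-Ab1 (chromosome 17, 34257689–34269419) was at 648 ± 229 CPM (SD, n = 2) in adult and 2980 ± 260 CPM in aged PVMs (log2 fold change 2.32, SE 0.38, adjusted p = 0.0193 by edgeR). H2-Eb1 (log2 fold change 2.49, adjusted p = 0.0114) and Cd74 (2.15, adjusted p = 0.00874) were called, and H2-Aa (2.49, SE 0.62, adjusted p = 0.0963) was not, although each of the 4 was higher in both aged libraries than in any adult library. The calls depended on single libraries: without Aged 1 the adjusted p was 0.159 for H2-Ab1, 0.108 for H2-Eb1 and 0.0768 for Cd74, and without Aged 2 it was 0.11, 0.0791 and 0.0552. They were also not called in the setting without Scrublet doublets, with log2 fold changes of 1.95, 1.95 and 1.90 (adjusted p of 0.421, 0.338 and 0.242). Lyve1 was at 385 ± 82.0 CPM in adult and 341 ± 6.66 CPM in aged PVMs, a difference within the spread (log2 fold change -0.11, SE 0.17, adjusted p = 0.845). Ccl24 (chromosome 5, 135569937–135573049) was at 737 ± 90.5 and 366 ± 88.0 CPM (log2 fold change -1.05, SE 0.16, adjusted p = 0.000177), and without Aged 2 it was -0.82 with an adjusted p of 0.0533. Of the 6 genes, 4 were called over all genes tested and 5 when adjusted over the list alone. Cd209d, Cd209a and Cd209b rose most in aged PVMs (log2 fold changes of 5.07, 3.22 and 2.67), and Gm12346, Gem and Hbegf fell most, on 3, 8 and 16 aged UMIs.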

Not only the cell population but also the expression levels of MHCII genes are upregulated, whereas *Lyve1* or *Ccl24* expression is downregulated in aged PVMs (Figure 4I). These results indicate that specific PVM subtypes, characterized by distinct immunological signatures, are associated with ICAM-1^+^ REVs.

**Figure 4.**
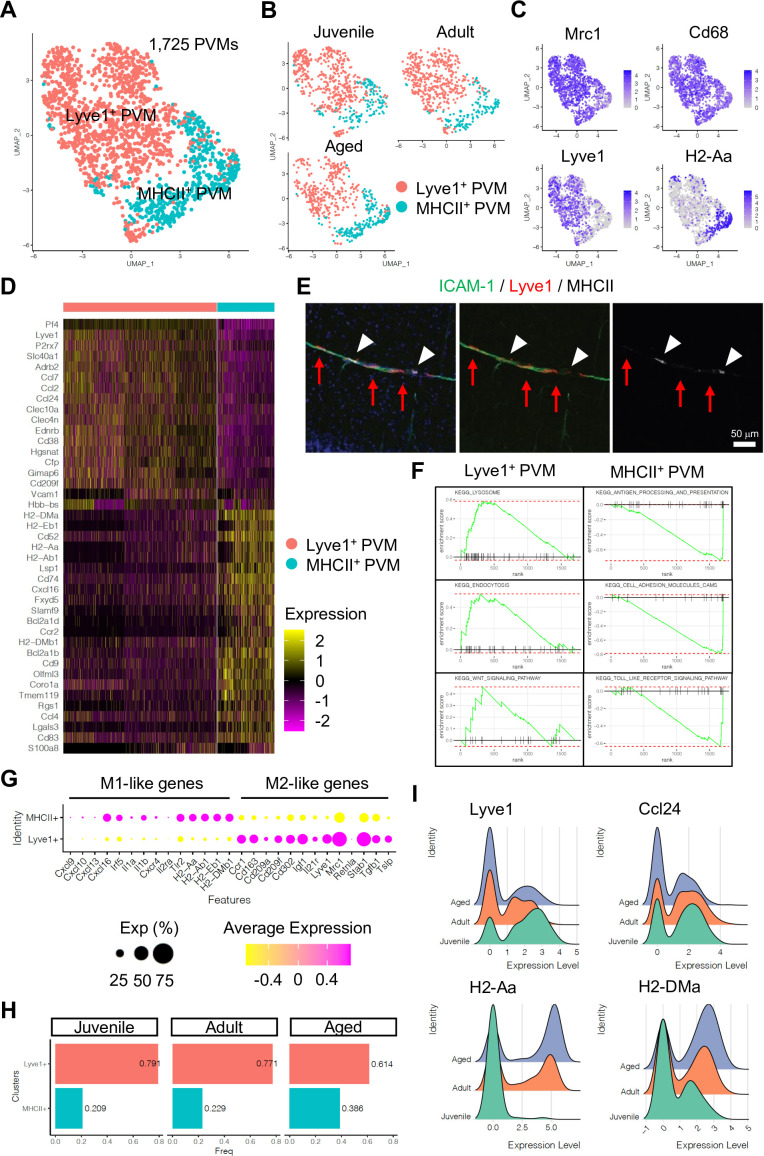
Perivascular macrophage (PVM) heterogeneity. (**A**) Uniform manifold approximation and projection (UMAP) plot of 1725 PVMs from juvenile, adult, and aged mice distributed into Lyve1^+^ and MHCII^+^ subclusters. (**B**) Split UMAP plots of PVMs from juvenile, adult, and aged samples. (**C**) UMAP plots depicting the expression of *Mrc1*, *Cd68*, *Lyve1,* and *H2-Aa*. Color represents the scaled expression level. (**D**) Heatmap of top marker genes for Lyve1^+^ and MHCII^+^ PVMs. (**E**) Immunostaining showing Lyve1^+^ (red arrows) or MHCII^+^ PVMs (arrow heads) associated to ICAM-1^+^ REVs. Scale bar, 50 μm. (**F**) Representative gene set enrichment analysis plots for overrepresented KEGG pathways in Lyve1^+^ and MHCII^+^ PVMs. (**G**) Dot plot of genes related to M1- or M2-like phenotypes in PVM subtypes. Dot size represents percentage of cells expressing the gene, and colors represent the average expression of each gene. (**H**) Bar plot showing the frequency of PVM subtypes in different age groups. (**I**) Ridge plots of *Lyve1*, *Ccl24,* and MHCII genes in PVMs at different ages. Figure 4—source data 1.Source data for Figure 4H.

**Figure 4—figure supplement 1.**
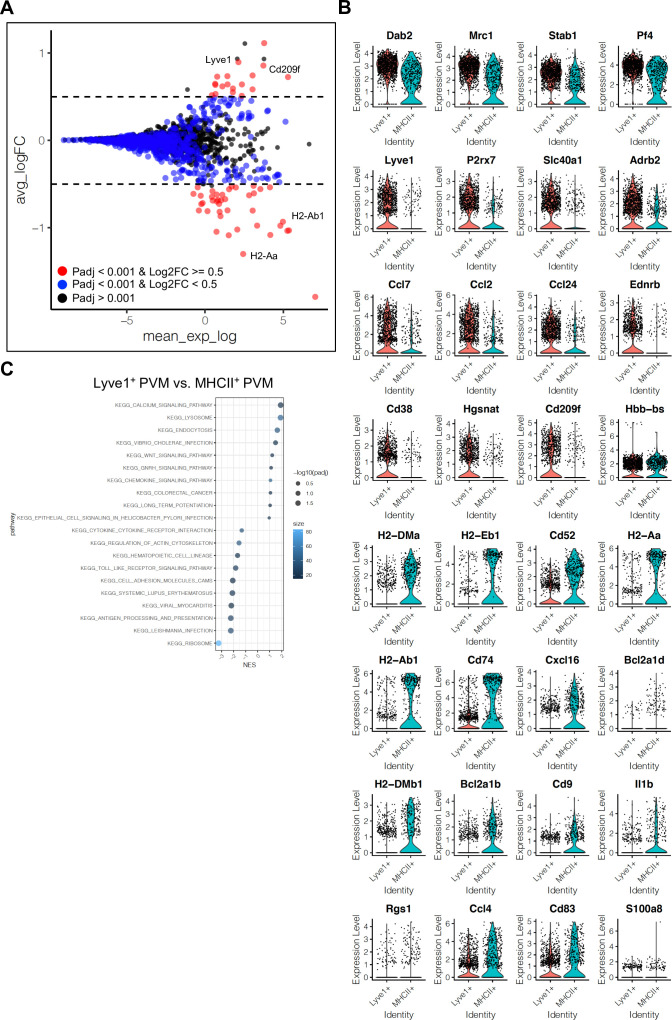
Differentially expressed genes in perivascular macrophage (PVM) subtypes. (**A**) MA plot of differentially expressed genes between Lyve1^+^ and MHCII^+^ PVM subtypes. Blue dots, p-adjusted value  <0.001; Red dots, p-adjusted value  <0.001, and Log2 fold change >0.5. (**B**) Violin plots of the top differentially expressed genes between Lyve1^+^ and MHCII^+^ PVM subtypes. (**C**) Dot plot depicting top 10 enriched KEGG signalling pathways in gene set enrichment analysis for Lyve1^+^ and MHCII^+^ PVM subtypes. Dot size represents −log10 adjusted p-values, and colors indicate size of gene set.

### ICAM-1^+^ ECs are the most reactive EC population in EAE

To extend our analysis of brain ECs and PVMs to neuroinflammatory disease, we analyzed the transcriptome of non-neuronal cell types in the brain cortex during EAE at single-cell resolution. In contrast to age-matched control mice, brain-infiltrating inflammatory cells, activated macrophages, neutrophils, and lymphocytes were significantly enriched in EAE (Figure 5—figure supplement 1A, B). 

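The EAE samples were 2 libraries prepared from pooled cortex of 3 mice in which EAE, a model of autoimmune demyelination, had been induced with a myelin oligodendrocyte glycoprotein peptide and pertussis toxin, taken at the peak of disease (day 14 to 18). They were compared with the 3 libraries of untreated adult mice of the same age range (7–11 weeks), which the study also used for the comparison of ages, so the injection itself has no control. The authors processed these libraries in the same way and deposited UMI counts. EAE 1 and EAE 2 held 34326349 and 34123281 UMIs, against 15755504 to 19605914 in the adult libraries. Of 16808 EAE barcodes 16418 passed the filters on genes and mitochondrial UMIs, with a median of 3072.5 UMIs per cell in EAE 1 and 3153 in EAE 2. ECs had a median of 2363 UMIs in EAE and 3148 in adult libraries, PVMs 4267.5 and 3675, mural cells 1449 and 1667, and astroependymal cells 11144 and 4714. Counts were processed as for the ages, and shares of cells were taken after thinning to 1500 UMIs where they depend on single transcripts. The chi-square between EAE 1 and EAE 2 was 1.35 times the median of random divisions of their joined ECs and 1.36 times that of their microglia, so the libraries differ little, and whether they are separate pools is not stated in the paper's text. They are counted as 2 units here, so SDs of EAE samples cannot be compared with those of adult samples. For this reason counts of called genes are also given with near-identical libraries of every condition summed, which leaves 1 EAE sample whose spread is taken from the other conditions. All EAE libraries lacked UMIs of mt-Nd3, a mitochondrial gene present in every other library.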

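Clusters named macrophages (Mac), neutrophils (Neu) and lymphocytes (Lym) were counted among all cells that passed the filters. Macrophages made up 0.902% ± 0.387 (SD, n = 2) of adult and 12.8% ± 0.579 of EAE cells, with 1095 and 999 cells in EAE 1 and EAE 2 against 20 to 49 in the adult libraries. Lymphocytes made up 2.76% ± 0.790 of adult and 11.5% ± 0.344 of EAE cells. Neutrophils made up 0.106% ± 0.0165 and 2.05% ± 0.0118, with 171 and 165 cells in EAE against 3 to 5 in the adult libraries. For each of the 3 types every EAE library exceeded every adult library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 2 libraries allow, and 0.333 over units, also the smallest). Naming cells by a marker score moved the difference in macrophages most, from 11.8 to 9.23 percentage points.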

EAE mice show onset of disease symptoms between 9 and 12 days and peak disease severity between 14 and 18 days after immunization with significant reduction of myelin basic protein (MBP) levels in the brain cortex (Figure 5—figure supplement 1C). 

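Because a cluster's size follows the genes that define it, a share that needs no subcluster was taken beside it, that of ECs with at least 1 UMI of Lcn2 after thinning to 1500 UMIs. Lcn2 was also among the leading genes of the REV subcluster of adult and EAE ECs, so this share does not separate inflammatory ECs from REVs. It was 0.595% ± 0.307 (SD, n = 2) in adult and 28.7% ± 0.603 in EAE ECs. By library it was 29.1% in EAE 1 (95% Clopper-Pearson interval 27.6% to 30.8%) and 28.3% in EAE 2 (26.7% to 29.9%), against 0.377% (0.0779% to 1.10%) in Adult 1, 0.929% in Adult 2 and 0.695% in Adult 3. In microglia, taken as background, no adult cell and 3.98% of EAE cells passed, with median depths of 2540 and 3107.5 UMIs. The difference of 28.1 percentage points in ECs had p = 0.1 (exact permutation test, two-sided, the smallest possible). Thinning to 1000 UMIs gave 22.0 and no thinning 33.7 percentage points. In a subclustering of adult and EAE ECs, the subcluster named inflammatory held 882 and 857 cells in EAE 1 and EAE 2 and 19, 14 and 16 cells in the adult libraries.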

The comparative analysis of ECs from healthy adults vs. peak EAE indicates the emergence of inflammatory ECs upon neuroinflammation (Figure 5A, Figure 5—figure supplement 2A). These ECs share the molecular features of CapV (Figure 5—figure supplement 2B) but show higher level of genes related to immune responses such as *Ctla2*, *Lcn2,* and *Mt2* (Figure 5—figure supplement 2C). 

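In EAE libraries the mean expression of inflammatory ECs over 7926 genes was closest to that of CapV ECs by Pearson's r of log CPM across genes (0.950), with 0.948 for REVs, 0.936 for venous, 0.917 for CapA and 0.822 for arterial ECs. By Spearman's rho REVs (0.935) and CapV ECs (0.934) changed places, and genes are not independent replicates. Of 4 genes of CapV ECs kept out of the clustering, Tmsb10 was at 764 CPM in CapV and 815 CPM in inflammatory ECs (609 in venous ECs and 1181 in REVs). Slc16a1 was at 381 and 315 CPM (316 and 235), Car4 at 740 and 145 CPM (554 and 357) and Slc22a8 at 318 and 129 CPM (255 and 151). Between all ECs of 2 EAE and 3 adult libraries, 2319 genes were higher and 2149 lower in EAE of 13809 tested, and 1162 passed an adjusted p of 0.001. With near-identical libraries of every condition summed 642 genes were called, and without EAE 1 2346. Lcn2 (chromosome 2, 32384633–32388252) was at 6.09 ± 5.65 CPM (SD, n = 2) in adult and 1189 ± 35.6 CPM in EAE ECs (log2 fold change 7.18, SE 0.36, adjusted p = 6.42e-07 by edgeR). Mt2 (chromosome 8, 94172664–94173568) was at 241 ± 7.08 and 1179 ± 9.19 CPM (log2 fold change 2.28, SE 0.13, adjusted p = 3.83e-08). Ctla2a (chromosome 13, 60934155–60936625) was at 976 ± 29.3 and 6142 ± 148 CPM (log2 fold change 2.64, SE 0.17, adjusted p = 7.7e-08), and Ctla2b had a log2 fold change of 1.59 (adjusted p = 1.6e-06). Each of these genes separated all EAE from all adult libraries.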

REV-specific marker genes, *Icam1* and *Lrg1* are also upregulated in inflammatory ECs (Figure 5B). 

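Lrg1 (chromosome 17, 56119678–56122001) was at 574 ± 41.7 CPM (SD, n = 2) in inflammatory and 112 ± 28.2 CPM in CapV ECs of the same EAE libraries, a log2 fold change of 2.35 (SE 0.17, adjusted p = 3.53e-14 by edgeR). Icam1 was at 80.9 ± 18.2 CPM in inflammatory and 30.1 ± 13.1 CPM in CapV ECs, on 420 and 193 UMIs (log2 fold change 1.42, SE 0.49, adjusted p = 0.053). Icam1 passed 0.05 under 6 alternatives, among them resolution 0.9 (1.33, adjusted p = 0.0047) and no integration (1.04, adjusted p = 7.65e-07), and over all alternatives its adjusted p ranged up to 1. This comparison was added after the data were seen, and it called 1886 genes of 10881, 396 without EAE 2, 418 without EAE 1 and 153 with near-identical libraries summed. Of the 2 genes, 1 was called over all genes tested and 2 when adjusted over the list alone. Pgf, Tnfsf8 and Lrrc32 were the most enriched in inflammatory ECs (log2 fold changes of 4.64, 4.45 and 4.18), and Sgpp2, Tril and Gm7658 the most depleted (-2.95, -2.38 and -2.36). In ECs as a whole Lrg1 was at 15.3 ± 0.922 CPM in adult and 533 ± 26.1 CPM in EAE libraries (log2 fold change 5.09, adjusted p = 1.72e-06), and Icam1 was at 70.2 ± 14.9 CPM in EAE libraries, a difference from adult ECs within the spread of the adult libraries (0.14, SE 0.59, adjusted p = 0.882). With Lcn2, Mt2, Ctla2a and Ctla2b, 5 of 6 listed genes were called in ECs over all genes tested and 5 when adjusted over the list alone.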

Consistent with published reports (Dopp et al., 1994), both the area and level of endothelial ICAM-1 expression are increased in EAE (Figure 5C and D). Interestingly, ICAM-1 expression in the brain parenchyma persists in REVs and, in peak EAE, expands into adjacent vessels (Figure 5C, Figure 5—figure supplement 3A).

**Figure 5.**
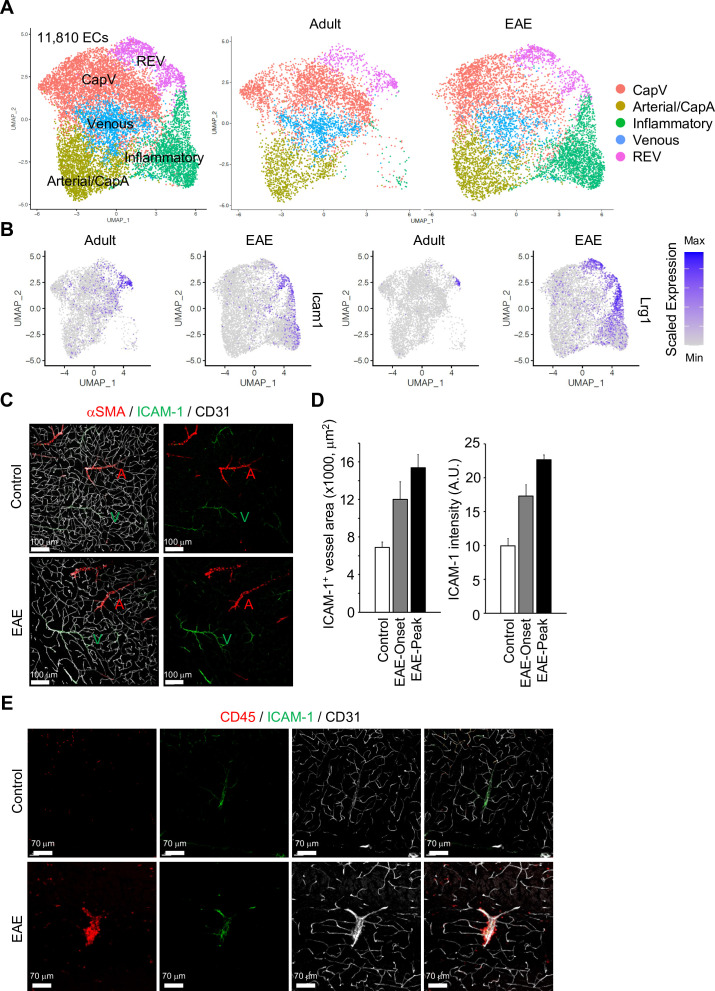
Gene expression changes in endothelial cells (ECs) by experimental autoimmune encephalomyelitis (EAE). (**A**) Uniform manifold approximation and projection (UMAP) plots of 11,810 ECs from adult and EAE mice. Colors represent each EC subcluster (left) or condition (right). (**B**) UMAP plots depict *Icam1* and *Lrg1* expression in ECs from adult and EAE mice. Color represents the scaled expression level. (**C**) Immunostaining showingαSMA, CD31, and ICAM-1 expression in control and EAE mice. Arterial (**A**) and venous vessels (**V**) are indicated. Scale bars, 100 μm. (**D**) Quantification of ICAM-1^+^ vessel area and immunohistochemistry signal intensity in the brain cortex of control and EAE mice at disease onset (EAE onset) and peak (EAE peak). Error bars represent mean ± s.e.m. from three animals. (**E**) Immunofluorescence images showing CD45^+^ leukocytes near ICAM-1^+^ REVs in the cerebral cortex of control and EAE mouse. CD31 indicates all ECs. Scale bars, 70 μm. Figure 5—source data 1.Source data for Figure 5D.

**Figure 5—figure supplement 1.**
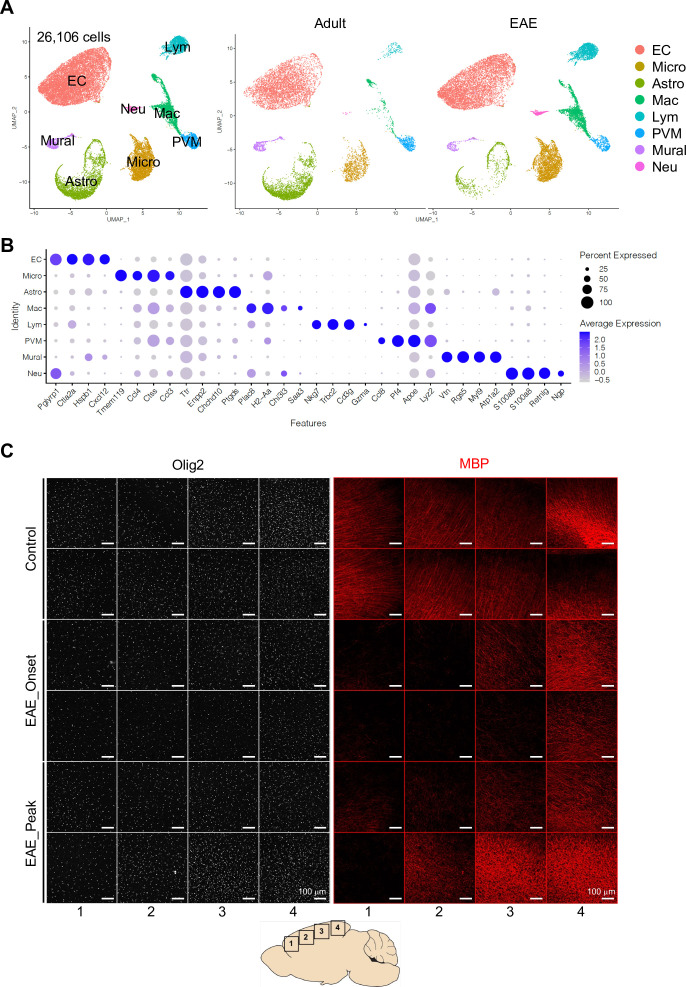
Single-cell RNA-seq analysis of experimental autoimmune encephalomyelitis (EAE) mice. (**A**) Uniform manifold approximation and projection (UMAP) plots of 26,106 myelin-depleted cells from adult and EAE cerebral cortex. Colors represent each cell type. (**B**) Dot plot displaying the top cell type-specific genes. Dot size represents the percentage of cells expressing the gene, and colors reflect average expression of the gene. (**C**) Olig2 and myelin basic protein (MBP) immunostaining in different regions (1–4) of brain cortex from control, onset, and peak of EAE, as indicated. Each row shows an individual mouse. Scale bars, 100 μm.

**Figure 5—figure supplement 2.**
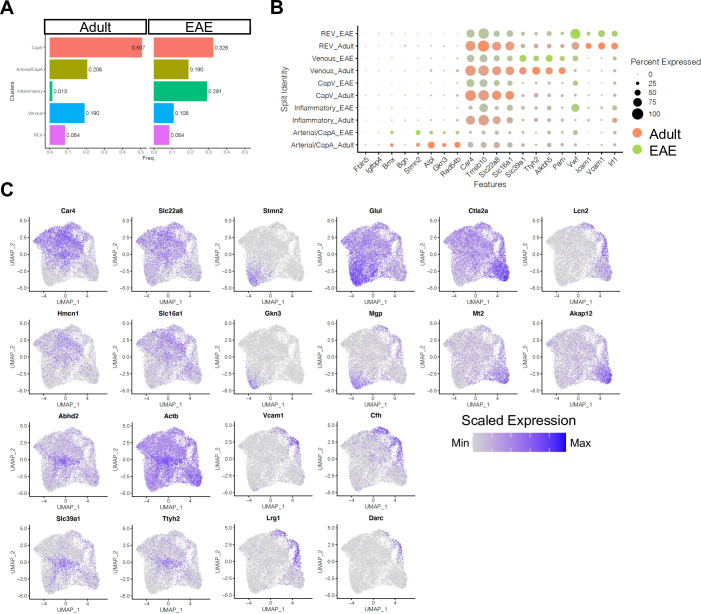
Subclustering of endothelial cells (ECs) from adult and experimental autoimmune encephalomyelitis (EAE) mice. (**A**) Bar plots indicating the frequency of EC subtypes in healthy adult and EAE brain. (**B**) Dot plot showing the expression of top subcluster-specific genes, with the dot size representing the percentage of cells expressing the gene and colors representing the average expression of the gene within a cluster. (**C**) Uniform manifold approximation and projection (UMAP) plots depicting the expression of top marker genes for each EC subcluster. Color represents the scaled expression. Figure 5—figure supplement 2—source data 1.Source data for panel A.

**Figure 5—figure supplement 3.**
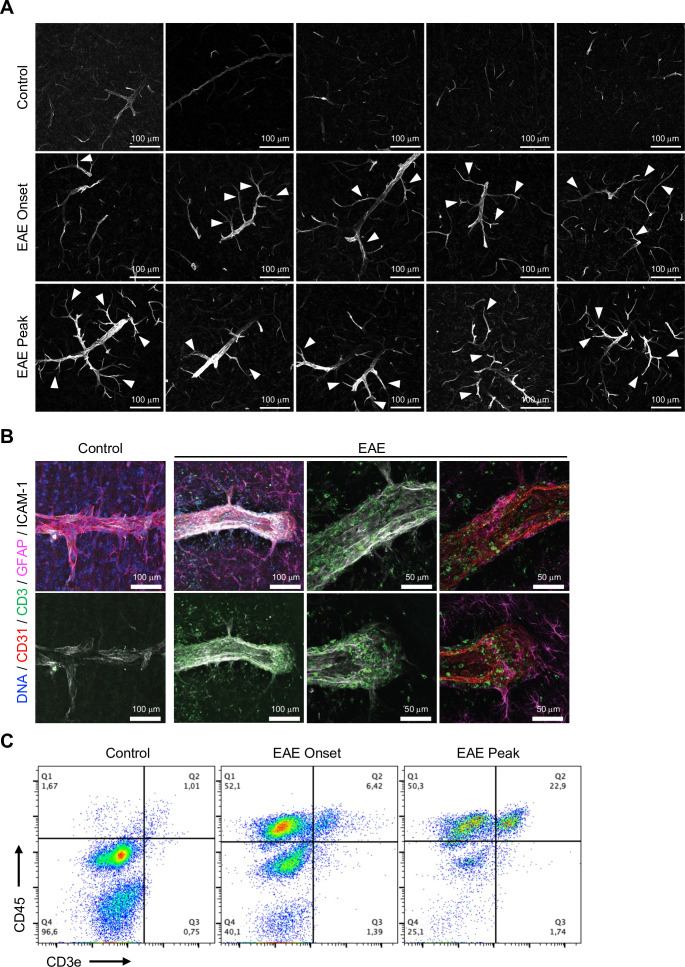
Intercellular adhesion molecule-1 (ICAM-1) expression in brain cortical parenchyma upon experimental autoimmune encephalomyelitis (EAE). (**A**) Confocal images showing ICAM-1 immunofluorescence in cortex of control, EAE onset, and peak mice. Arrowheads indicate expansion of ICAM-1 staining from reactive endothelial venules (REVs) into adjacent venules and capillaries. Scale bars, 100 μm. (**B**) High-resolution immunofluorescence images for CD3^+^ lymphocytes, ICAM-1^+^ REVs, and GFAP^+^ astrocytes in the cerebral cortex of control and EAE mice. CD31 labels all ECs. Scale bar, 100 μm (left two columns), 50 μm (right two columns). (**C**) Flow cytometry plots depicting brain-infiltrated leukocytes stained with anti-CD45 and anti-CD3e antibodies in control, EAE onset, and peak mice.

**Figure 5—figure supplement 4.**
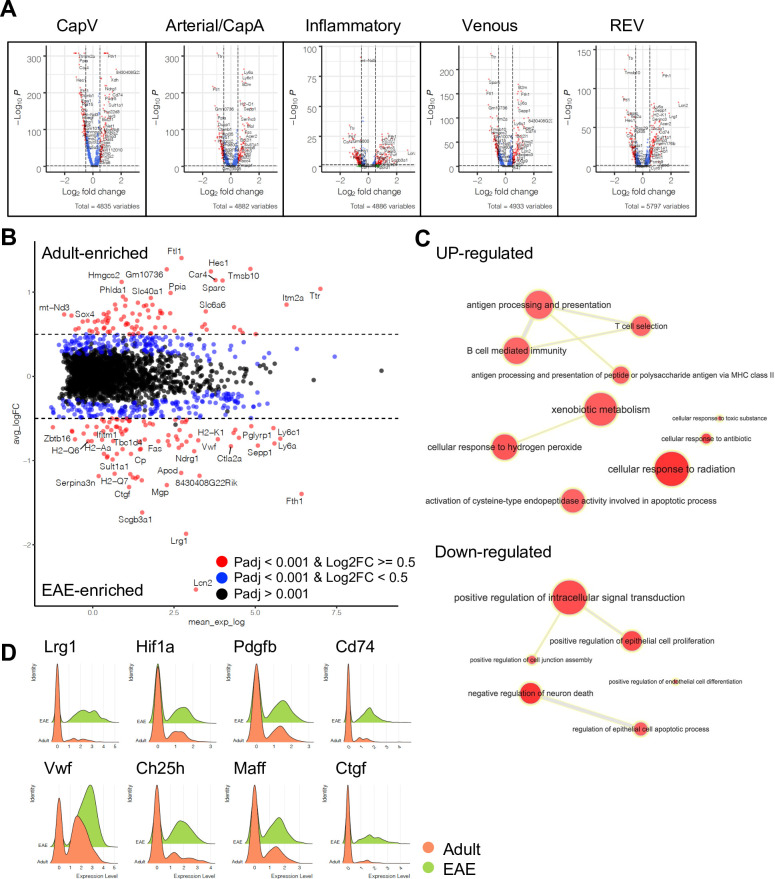
Differentially expressed genes between adult and experimental autoimmune encephalomyelitis (EAE) endothelial cells (ECs). (**A**) Volcano plots depicting differentially expressed genes between adult and EAE EC subtypes. Blue dots, p-adjusted value  <0.001; red dots, p-adjusted value  <0.001, and Log2 fold change >0.5. (**B**) MA plot of differentially expressed genes between adult and EAE reactive endothelial venules (REVs). Blue dots, p-adjusted value  <0.001; red dots, p-adjusted value  <0.001, and Log2 fold change >0.5. (**C**) Significantly enriched gene ontology terms for upregulated or downregulated genes in REV by EAE. Graph visualized by REVIGO. (**D**) Ridge plots of EAE-induced genes *Lrg1*, *Hif1a*, *Pdgfb*, *Cd74*, *Vwf, Ch25h, Maff,* and *Ctgf* in REVs.

It has been reported that high levels of ICAM-1 expression in ECs promote transcellular diapedesis of encephalitogenic T cells and, in absence of endothelial ICAM-1 and ICAM-2 in mutant mice, EAE symptoms were ameliorated (Abadier et al., 2015). Accordingly, upon EAE, leukocytes accumulate at ICAM-1^+^ REVs and enter the adjacent brain parenchyma (Figure 5E, Figure 5—figure supplement 3B, C).

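REVs of adult and EAE ECs were subclustered with Pdgfb, Ctgf, Cd74, Vwf, Ch25h, Maff, Icam1 and Vcam1 left out, which gave 73, 198 and 200 REVs in the adult libraries and 297 and 285 in EAE 1 and EAE 2. The subclustering of adult and aged ECs named 6, 33 and 44 cells of the same adult libraries REVs, with Vwf at 1438 to 1764 CPM in the REVs of its libraries with at least 10 such cells. The adult REVs compared here are thus a broader group, and a difference in which cells were named REVs was not separated from the effect of EAE. All subtypes were fitted together as subtype by condition groups, and of 10881 genes tested 1251 were higher and 991 lower in REVs of EAE libraries. Leaving out EAE 1 gave 885 genes, leaving out Adult 1 2998, and summing near-identical libraries of every condition 474. Ctgf (now Ccn2, chromosome 10, 24595442–24598683) was at 56.7 ± 22.7 CPM (SD, n = 2) in adult and 514 ± 15.8 CPM in EAE REVs (log2 fold change 3.43, SE 0.32, adjusted p = 1e-07 by edgeR). Cd74 (chromosome 18, 60803848–60812652) was at 54.0 ± 17.6 and 582 ± 191 CPM (log2 fold change 3.26, SE 0.26, adjusted p = 2.47e-09). Vwf was at 427 ± 142 and 1962 ± 67.9 CPM (log2 fold change 2.08, SE 0.17, adjusted p = 5.23e-13), and Ch25h at 119 ± 91.9 and 563 ± 1.22 CPM (1.90, SE 0.24, adjusted p = 1.13e-05). Maff (1.59, adjusted p = 8.93e-13) and Pdgfb (1.04, adjusted p = 1.56e-07) were also higher in each EAE library than in each adult library. Ch25h was not called with near-identical libraries summed (adjusted p = 0.123), nor in a fit of only the 2 conditions (adjusted p = 0.0759). Of 7 listed genes, counting Tgfb1, all 7 were called over all genes tested and 7 when adjusted over the list alone. Doc2b and Cyp1b1 rose most among genes with UMIs in both conditions (1 and 296 UMIs, 2 and 449 UMIs in adult and EAE REVs), and Serpina3n had 0 UMIs in adult and 1704 in EAE REVs. Gm9844 and Gm13588 fell most (log2 fold changes of -4.16 and -4.06), and mt-Nd3 had 262 UMIs in adult and 0 in EAE REVs.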

EAE alters gene expression in REVs (Figure 5—figure supplement 4A, B), including significant upregulation of regulators of blood vessel development, such as *Pdgfb* and *Ctgf*, *Cd74* antigen (invariant polypeptide of the major histocompatibility complex, class II antigen-associated), the hemostasis regulator *Vwf*, an interferon gamma-stimulated gene mediating host immune responses (*Ch25h*), a gene involved in the cellular stress response (*Maff*), and numerous other genes related to antigen processing and presentation as well as cellular responses to hydrogen peroxide or radiation (Figure 5—figure supplement 4C, D). Collectively, our results indicate that ICAM-1^+^ postcapillary venules or REVs are molecularly specialized and function as a gateway for the entry of activated leukocytes through the BBB.

### PVMs in EAE and cell-to-cell interactome analysis of BBB

The analysis of PVMs in adult and EAE mice indicates that these cells rarely proliferate (Figure 6—figure supplement 1A), and their morphology and localization around ICAM-1^+^ REVs persist in EAE (Figure 6A and B and Figure 6—figure supplement 1B). Nevertheless, EAE induces profound changes in PVM gene expression. 

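Proliferation was read from UMIs of 6 cell cycle genes (Top2a, Mki67, Birc5, Cdk1, Ccnb2 and Rrm2), with at least 2 UMIs needed after thinning to 1500 UMIs, and not from phase calls. In adult libraries 0 of 171, 0 of 165 and 0 of 173 PVMs passed, with upper limits of 2.13%, 2.21% and 2.11% (95% Clopper-Pearson). In EAE 1 2 of 215 PVMs passed (0.930%, interval 0.113% to 3.32%), and in EAE 2 2 of 217 (0.922%, 0.112% to 3.29%). Both EAE libraries lay above every adult library (exact permutation test over libraries, two-sided p = 0.1, the smallest possible). The test could give no smaller p, and the difference rested on 2 cells in each EAE library, so whether the share differs was not decided. The intervals overlap, but they cover only the error of counting within a library. In mural cells, taken as background, no adult cell passed and 1 of 64 cells of EAE 2 did, with median depths of 1667 and 1449 UMIs before thinning against 3675 and 4267.5 in PVMs. Without thinning 0.706% ± 0.226 (SD, n = 2) of adult and 2.84% ± 1.01 of EAE PVMs passed. Both EAE libraries (3.56% and 2.13%) again lay above every adult library, of which Adult 2 was highest at 1.17%. In mitotic juvenile ECs, which served as a positive control, the share by library lay between 47.8% and 63.2%.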

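Between all PVMs of 2 EAE libraries (225 and 235 cells) and 3 adult libraries (183, 171 and 178 cells), 895 genes were higher and 704 lower in EAE of 7866 tested by edgeR, and 551 passed an adjusted p of 0.001. DESeq2 called 1005 genes, summing near-identical libraries of every condition gave 646, and leaving out a single library gave 889 to 1496 genes, the lowest without EAE 2. Among called genes with at least 50 CPM, Cd300lf had 123 UMIs in EAE and 0 in adult PVMs, Ttc39c 135 and 1, and Vsig4 130 and 1. Gm12346 fell most after mt-Nd3, from 85.5 ± 0.361 CPM (SD, n = 2) in adult to 3.68 ± 2.20 CPM in EAE PVMs (log2 fold change -4.47, SE 0.42, adjusted p = 5.66e-09). Slc5a3 fell by 3.14 on the log2 scale (SE 0.85, adjusted p = 0.0389) with adult values of 239 ± 213 CPM, and was not called without EAE 1 (adjusted p = 0.205) or EAE 2 (0.178), nor with near-identical libraries summed (0.537).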

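The MHCII genes, Cxcl16, Ccl8 and Cd52, and Lyve1, Igf1, Cd163, Ccl24, Folr1 and Cd209f were compared between all PVMs of EAE and adult libraries, so values are means over both PVM subtypes. Ccl8 was at 247 ± 88.9 CPM (SD, n = 2) in adult and 14690 ± 364 CPM in EAE PVMs (log2 fold change 6.01, SE 0.95, adjusted p = 0.00367 by edgeR). H2-Aa was at 554 ± 103 and 8383 ± 35.3 CPM (log2 fold change 3.98, SE 0.64, adjusted p = 0.00408), and H2-Ab1, H2-Eb1 and Cd74 had log2 fold changes of 3.78, 4.00 and 3.61 (adjusted p of 0.000333, 0.000172 and 8.56e-05). Cxcl16 (1.60, adjusted p = 1.18e-06) and Cd52 (2.27, adjusted p = 2.35e-10) were also higher, and each of these genes separated all EAE from all adult libraries. In the setting without Scrublet doublets, in which clusters were also drawn and named again, H2-Aa (2.65, adjusted p = 0.126), H2-Ab1 (2.38, 0.149), H2-Eb1 (2.63, 0.0783) and Cd74 (2.30, 0.0591) were not called, and over all alternatives their adjusted p reached 0.294, 0.156, 0.083 and 0.0591. Cd163 (chromosome 6, 124304656–124330527) was at 367 ± 58.7 CPM in adult and 987 ± 50.7 CPM in EAE PVMs (log2 fold change 1.48, SE 0.15, adjusted p = 3.13e-08). Lyve1 was at 657 ± 79.3 CPM in EAE PVMs (log2 fold change 0.84, SE 0.16, adjusted p = 0.000392), and was not called in the setting without Scrublet doublets (0.46, adjusted p = 0.0891) or near-identical libraries summed (0.81, adjusted p = 0.083). Ccl24 was at 118 ± 25.7 CPM in EAE PVMs (log2 fold change -2.68, SE 0.17, adjusted p = 7.09e-12). Igf1 (-0.39, adjusted p = 0.0392) lost its call without EAE 1 (0.469), and Cd209f (-0.45, adjusted p = 0.0412) without EAE 2 (0.55). Folr1 was at 89.8 ± 53.0 and 23.1 ± 13.2 CPM on 170 and 44 UMIs (log2 fold change -1.78, SE 0.72, adjusted p = 0.137), and genes far higher in astroependymal cells than in PVMs fell as a set in PVMs, with a median log2 fold change of -1.55. With Tgfb1 and Igfbp4, 13 of 15 listed genes were called over all genes tested and 15 when adjusted over the list alone.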

MHCII^+^ PVM-enriched genes, such as *Cxcl16*, *Ccl8*, *Cd52*, and MHCII genes, are significantly upregulated in most of the PVMs, whereas Lyve1^+^ PVM-enriched genes, namely *Lyve1*, *Igf1*, *Cd163*, *Ccl24*, *Folr1*, and *Cd209f*, are not changed or decreased (Figure 6D and E). This supports the hypothesis that polarization of macrophages toward inflammatory and non-inflammatory phenotypes is not fixed, and that these cells possess plasticity, integrating diverse inflammatory signals with physiological and pathological functions (Jordão et al., 2019; Murray, 2017). In addition, differential gene expression analysis comparing PVMs and brain parenchyma-infiltrated activated macrophages (Mac) further illustrates the molecular differences between PVMs and circulating peripheral monocytes/macrophages (Figure 6F and G), which may prove relevant for potential therapeutic approaches involving the targeting and modulation of different types of macrophages.

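PVMs and macrophages were compared between EAE libraries, with the adult PVMs in the fit for the estimate of the spread. Of 8938 genes tested, 1960 were higher in PVMs and 2162 higher in macrophages. The count was 1819 without EAE 2, 4571 without Adult 1 and 2359 with near-identical libraries of every condition summed. Lyve1 was at 585 ± 73.7 CPM (SD, n = 2) in EAE PVMs and 1.96 ± 0.819 CPM in macrophages (log2 fold change 8.17, SE 0.27, adjusted p = 9.08e-12 by edgeR). Cd163 was at 877 ± 40.3 and 5.20 ± 0.436 CPM (log2 fold change 7.39, SE 0.22, adjusted p = 2.62e-13), and Mrc1 at 1248 ± 50.2 and 48.2 ± 2.68 CPM (4.69, SE 0.14, adjusted p = 2.52e-13). All 3 were called over all genes tested and 3 when adjusted over the list alone. Cd209g and Fcna were the other genes most enriched in PVMs (249 and 2 UMIs, 406 and 8 UMIs in PVMs and macrophages). Inhba had 1 UMI in PVMs and 2459 in macrophages, and Prtn3 and B3gnt5 had 0 in PVMs and 1752 and 837 in macrophages. From higher genes of the MHCII+ subtype and unchanged or lower genes of the Lyve1+ subtype in EAE, the paper draws support for a hypothesis, for which it cites earlier studies, that polarization of macrophages is not fixed and that these cells possess plasticity.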

**Figure 6.**
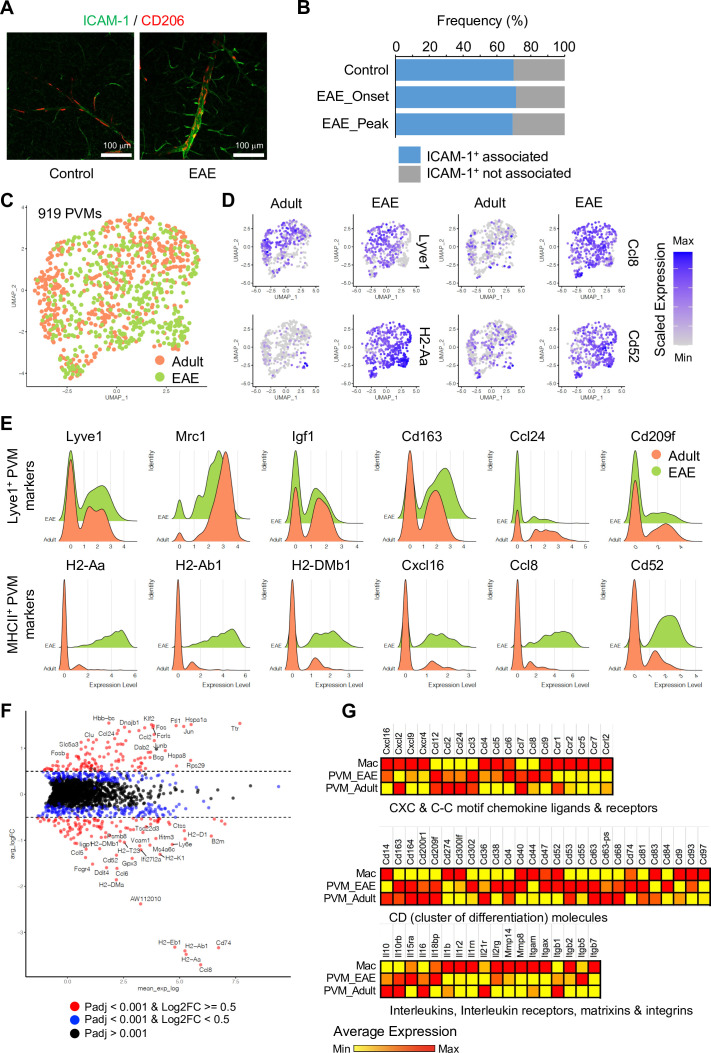
Experimental autoimmune encephalomyelitis (EAE)-induced changes in perivascular macrophages (PVMs). (**A**) Representative immunohistochemistry images for CD206^+^ PVMs and ICAM-1^+^ vessels in control and EAE brain cortical parenchyma. Scale bars, 100 μm. (**B**) Frequency of CD206^+^ PVMs associated to ICAM-1^+^ vessels in brain cortical parenchyma of control and EAE mice at disease onset (EAE onset) and peak (EAE peak). (**C**) Uniform manifold approximation and projection (UMAP) plots of 919 PVMs from adult and EAE mice. (**D**) UMAP plots depicting the expression of *Lyve1*, *H2-Aa*, *Ccl8,* and *Cd52* in PVMs of adult control and EAE mice. Color indicates the scaled expression. (**E**) Ridge plots of Lyve1^+^ and MHCII^+^ PVM marker genes in adult and EAE PVMs. (**F**) MA plot of differentially expressed genes between PVMs from healthy adult and EAE brain. Blue dots, p-adjusted value  <0.001; red dots, p-adjusted value  <0.001, and Log2 fold change >0.5. (**G**) Heatmap of selected differentially expressed genes (Padj <0.001) across adult and EAE PVMs and activated macrophages (Mac). Color indicates the scaled average expression. Figure 6—source data 1.Source data for Figure 6B.

**Figure 6—figure supplement 1.**
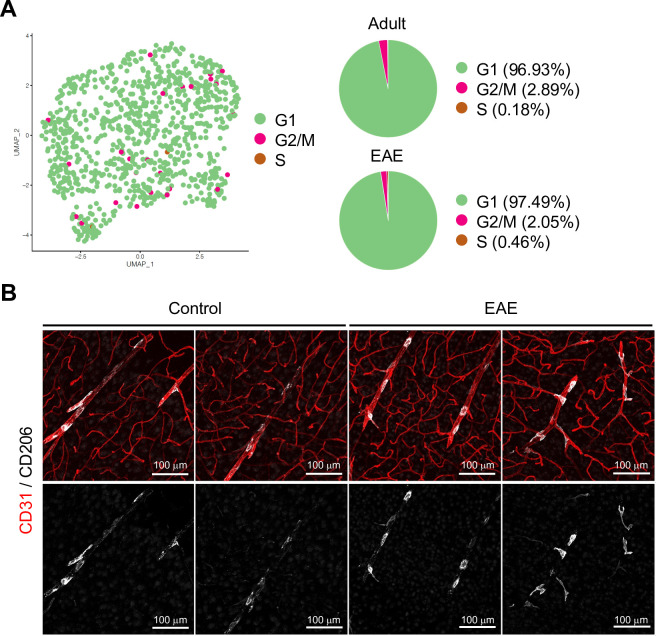
Cell cycle phases and localization of perivascular macrophages (PVMs) in experimental autoimmune encephalomyelitis (EAE). (**A**) Uniform manifold approximation and projection (UMAP) plot and pie chart of PVMs in adult and EAE brain cortex in the indicated cell cycle phases. (**B**) CD31 and CD206 immunostaining of brain cortex from control and EAE mice. Scale bars, 100 μm.

We next used CellPhoneDB (Vento-Tormo et al., 2018) to identify potential receptor-ligand complexes mediating cell-to-cell communication between different cell populations at the BBB. First, we analyzed the communication between REVs and adjacent CapV and venous ECs. 

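CellPhoneDB was not used here, and expression of Wnt5a, Tnfsf12, Tgfb1 and Jag1 was compared between REVs and the CapV and venous ECs of the same adult or EAE library (5 libraries, library as a block), a comparison added after the data were seen. Wnt5a (chromosome 14, 28504750–28527448) was at 127 ± 75.4 CPM (SD, n = 4 units) in REVs and 34.1 ± 27.4 CPM in CapV and venous ECs (log2 fold change 2.02, SE 0.17, adjusted p = 3.8e-05 by edgeR). Without the library block Wnt5a was not called (adjusted p = 0.117). Tnfsf12 was at 69.2 ± 16.4 and 64.5 ± 18.2 CPM (log2 fold change 0.16, SE 0.10, adjusted p = 0.243), and Tgfb1 at 92.9 ± 30.6 and 102 ± 18.5 CPM (-0.19, SE 0.09, adjusted p = 0.128). Jag1 was at 67.1 ± 13.9 CPM in REVs and 93.2 ± 12.1 CPM in CapV and venous ECs (log2 fold change -0.38, SE 0.10, adjusted p = 0.00567), with an adjusted p of 0.0579 without EAE 1 and a log2 fold change of 0.01 at resolution 0.9. In all, 1452 genes were higher and 895 lower in REVs of 9878 tested, and the count was 364 without the library block and 1540 without EAE 1. Apart from genes that named the subclusters, Ptgs2, Lrg1 and Vcam1 rose most (log2 fold changes of 4.75, 4.56 and 4.23). Of the 9 genes the paper names for these populations, 5 were called over all genes tested and 5 when adjusted over the list alone.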

REVs show expression of various autologous signalling molecules regulating fundamental aspects of EC behavior, including *Wnt5a*, *Tnfsf12*, *Tgfb1*, *Jag1*, collagens, and immune-regulatory genes with their corresponding receptors (Figure 7A). CapV and venous ECs express higher level of *Esam*, which encodes EC-selective adhesion molecule, an immunoglobulin-like transmembrane protein associated with endothelial tight junctions. 

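Esam (chromosome 9, 37528078–37538319) was at 1136 ± 191 CPM (SD, n = 4) in REVs and 1381 ± 18.7 CPM in CapV and venous ECs of adult and EAE libraries. The log2 fold change was -0.28 (SE 0.07, adjusted p = 0.0063 by edgeR), the direction was not the same in every library, and the gene was not called without the library block (adjusted p = 0.305) or with near-identical libraries summed (adjusted p = 0.0994). Against all other ECs in adult and aged libraries, Esam was at 1064 ± 157 CPM (SD, n = 3) in REVs and 1382 ± 47.3 CPM (log2 fold change -0.43, SE 0.09, adjusted p = 2.69e-05), lower in REVs in each of 4 libraries. At resolution 0.3 that log2 fold change was 0.03 (adjusted p = 0.657), and without integration -0.22 (adjusted p = 0.278).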

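Cxcl12 (chromosome 6, 117168535–117181367) was at 395 ± 21.4 CPM (SD, n = 4) in REVs and 1883 ± 260 CPM in CapV and venous ECs of adult and EAE libraries, a log2 fold change of -2.26 (SE 0.07, adjusted p = 2.07e-16 by edgeR) with the same direction in all 5 libraries. Against all other ECs in adult and aged libraries it was at 209 ± 74.5 CPM (SD, n = 3) and 1850 ± 11.3 CPM (log2 fold change -3.29, adjusted p = 5.32e-174), but without integration it was not called (-1.80, adjusted p = 0.201). Ackr3 (chromosome 1, 90203980–90216751) was at 57.8 ± 12.2 CPM in REVs and 96.4 ± 19.8 CPM in CapV and venous ECs (log2 fold change -0.72, SE 0.18, adjusted p = 0.0199), on 355 and 1984 UMIs. It was not called at resolution 0.3 (adjusted p = 0.348), with near-identical libraries summed (0.0531) or without the library block (0.0592). Against all other ECs of adult and aged libraries Ackr3 was at 91.1 ± 15.0 and 91.9 ± 9.66 CPM (log2 fold change -0.04, adjusted p = 0.932).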

CapV and venous ECs also express the chemokine, and *Cxcl12* and REVs express the corresponding receptor *Ackr3* encoding CXCR-7, which might enable communication between EC subsets. Potential molecular interactions that upregulated in REVs by EAE include members of the tumor necrosis factor receptor superfamily, TGFβ receptors, integrins, the HLA class II histocompatibility antigen gamma chain CD74, the receptor tyrosine kinase TEK, and the PLXNB2 receptor for semaphorin ligands (Figure 7A and B). These results also suggest that REVs are a major signal distributor among the EC populations in CNS, which is further enhanced by EAE (Figure 7C). We also identify putative signalling interactions between REVs and other cell types in the brain vasculature during homeostasis and neuroinflammation (Figure 7—figure supplement 1). 

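The 3 growth factor genes Pdgfb, Ctgf and Tgfb1 had UMIs in REVs of each adult and EAE library. Pdgfb was at 167 ± 66.1 CPM (SD, n = 4 units) in REVs and 143 ± 41.9 CPM in CapV and venous ECs, a difference within the spread (log2 fold change 0.15, SE 0.09, adjusted p = 0.214 by edgeR). Ctgf was at 282 ± 261 and 275 ± 218 CPM (log2 fold change -0.16, adjusted p = 0.496). In adult and aged libraries Pdgfb was lower in REVs than in all other ECs (55.1 ± 18.9 and 116 ± 4.48 CPM, SD, n = 3, log2 fold change -0.96, adjusted p = 0.00011), on 44 UMIs in REVs, and 0.05 without integration and 0.09 at resolution 0.3. Ctgf there rested on 21 UMIs in REVs (log2 fold change -0.82, adjusted p = 0.0524), and without Adult 2 it was -1.39 with an adjusted p of 0.00547. Tgfb1 (log2 fold change -0.24, adjusted p = 0.467) was not called. Within REVs, Tgfb1 went from 115 ± 25.2 CPM (SD, n = 2) in adult to 70.9 ± 9.79 CPM in EAE libraries (log2 fold change -0.57, SE 0.16, adjusted p = 0.00861), with an adjusted p of 0.311 without EAE 1 and 0.0548 without EAE 2. Of 14 genes listed for REVs against all other ECs, 9 were called over all genes tested and 10 when adjusted over the list alone.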

Notably, REVs express growth factors including PDGF-B, CTGF, and TGFβ1, which regulate cellular behavior, tissue remodelling, and angiogenesis. 

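In astroependymal cells, 2376 genes were higher and 2641 lower in EAE than in adult libraries of 13097 tested by edgeR, on 422 and 487 EAE cells and 863 to 1132 cells in each adult library. The cells had a median of 11144 UMIs in EAE and 4714 in adult libraries. The count was 2822 without EAE 2, 5727 without Adult 1 and 1497 with near-identical libraries of every condition summed. Gpx3, Ifi27l2a and Cd74 rose most among genes with at least 50 CPM. Cd74 was at 65.7 ± 9.26 CPM (SD, n = 2) in adult and 274 ± 34.1 CPM in EAE cells (log2 fold change 2.10, SE 0.21, adjusted p = 3.16e-05), and Gpx3 at 14.5 ± 7.83 and 147 ± 16.0 CPM (3.42, SE 0.36, adjusted p = 0.000209). After mt-Nd3, Fcrls and Car4 fell most, with log2 fold changes of -4.61 and -4.25. Fcrls was among the leading genes of clusters named microglia and Car4 of a cluster named EC, and Cd74 was at 22720 CPM in PVMs of EAE libraries. Free RNA of other cell types was not tested for this comparison, so these values are not attributed to astroependymal cells. Ligand and receptor pairs were not tested here.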

Signalling to other cell types is further enhanced by EAE, which involves the activation of various signals in astroependymal cells. By contrast, expression of PDGF-A, IGF2, and PGF in mural cells and of IGF1, TGFB1, and IGFBP4 in PVMs, for example, was not significantly changed upon EAE (Figure 7D). 

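In mural cells (127 and 139 EAE cells, 219, 105 and 101 adult cells) 196 genes were higher and 113 lower in EAE of 5992 tested by edgeR, 108 in all without EAE 1 and 38 with near-identical libraries summed. Pdgfa was at 180 ± 106 CPM (SD, n = 2) in adult and 224 ± 20.3 CPM in EAE mural cells (log2 fold change 0.19, SE 0.32, adjusted p = 0.806). Igf2 was at 181 ± 99.2 and 41.2 ± 12.7 CPM, on 146 and 20 UMIs (log2 fold change -2.03, SE 0.77, adjusted p = 0.187), and was called in a fit of only the 2 conditions (-2.01, adjusted p = 0.0486). Pgf was at 63.3 ± 44.7 and 133 ± 16.9 CPM, on 50 and 65 UMIs (log2 fold change 0.99, SE 0.40, adjusted p = 0.179), and was called with no filter on low counts (1.11, adjusted p = 0.00874) and without Adult 2 (1.62, adjusted p = 0.02). Of these 3 genes 0 were called over all genes tested and 2 when adjusted over the list alone, so at this depth of 20 to 146 UMIs a change is not excluded. Among the largest changes, Lcn2 had 48 UMIs in EAE and 1 in adult mural cells, Cxcl9 47 and 0 and C4b 28 and 0, and Pcp4 and Kl had 2 and 4 UMIs in EAE against 43 and 66. Lcn2 and C4b were among the leading genes of clusters named EC and microglia, and Pcp4, Kl and also Igf2 of clusters named astroependymal. The astroependymal share of UMIs was 32.6% to 54.9% in adult and 15.5% and 16.9% in EAE libraries. These values are therefore not attributed to mural cells, and with the genes of astroependymal cells left out 304 genes were called. In PVMs, Igfbp4 was at 488 ± 52.03 CPM (SD, n = 2) in adult and 196 ± 13.9 CPM in EAE libraries (log2 fold change -1.35, SE 0.14, adjusted p = 3.44e-08), lower in each EAE library than in each adult library. Tgfb1 in PVMs was at 191 ± 21.5 and 158 ± 3.04 CPM (log2 fold change -0.30, SE 0.14, adjusted p = 0.149), and Igf1 at 348 ± 23.2 and 270 ± 37.7 CPM.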

Our results collectively suggest that postcapillary venules form a specialized vessel compartment in the CNS. We propose that REVs might play roles in the regulation of immune surveillance in the CNS not only under homeostatic conditions but also in pathogenic neuroinflammation.

**Figure 7.**
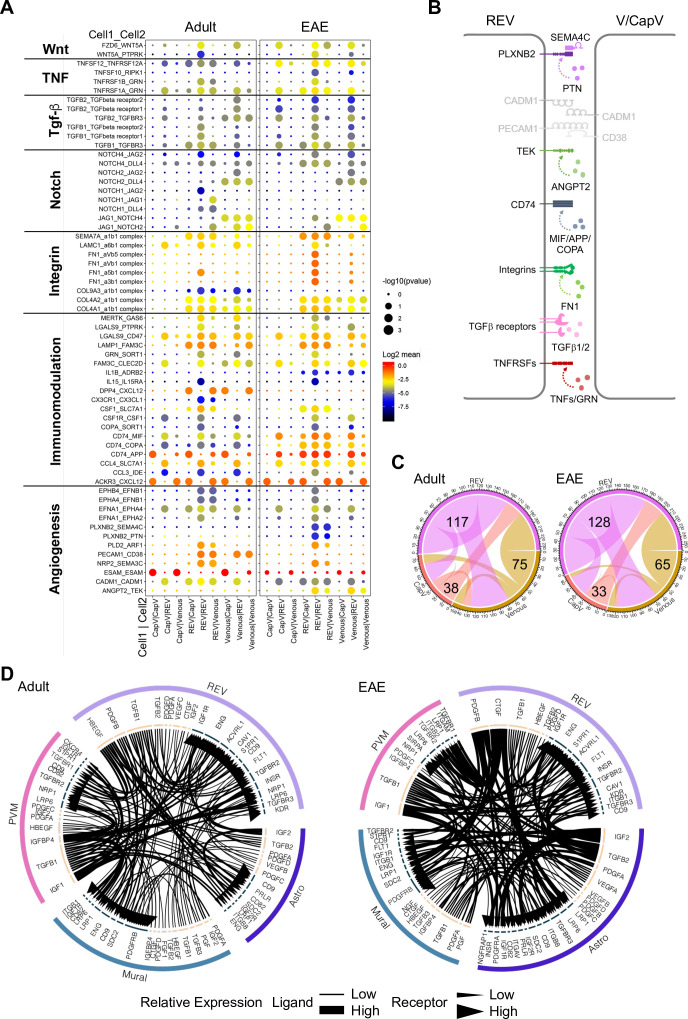
Interactions between different endothelial cell (EC) subpopulations and blood-brain barrier (BBB) cell types. (**A**) Overview of potential ligand-receptor interactions for CapV, reactive endothelial venule (REV), and venous EC populations in adult and experimental autoimmune encephalomyelitis (EAE) based on gene expression. Circle size indicates p-values. Color key indicates the means of the average expression levels of interacting molecules. (**B**) Diagram of the main ligand-receptor interactions regulated by EAE. (**C**) Diagram of the numbers of ligand-receptor interactions on CapV, REV, and venous EC populations in healthy adult and EAE brain. (**D**) Circos plots for ligand-receptor interactions between REV ECs, mural cells (Mural), perivascular macrophages (PVMs), and astroependymal cells (Astro) in adult and EAE. Each plot shows top 100 highly expressed interactions. The lines and arrow heads are scaled to indicate the relative expression level of the ligand and receptor, respectively.

**Figure 7—figure supplement 1.**
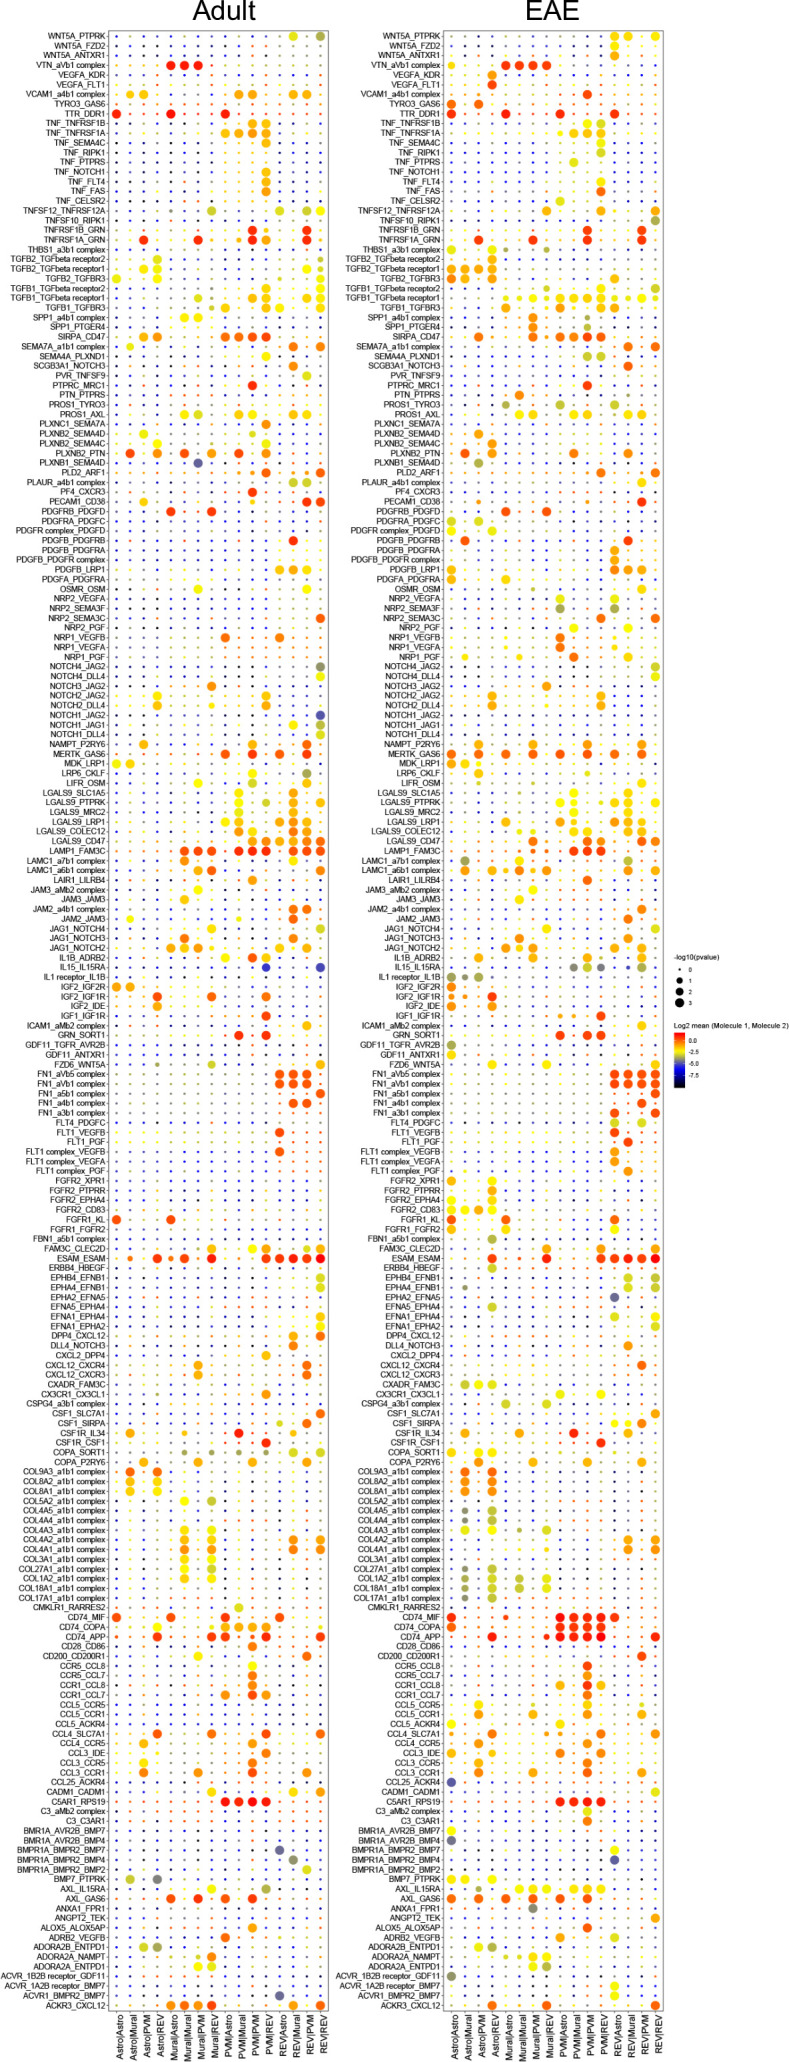
Interactome of blood-brain barrier (BBB) cell types in postcapillary venules. Overview of differential ligand-receptor interactions between reactive endothelial venule (REV) endothelial cell (EC), perivascular macrophage (PVM), mural cell (Mural), and astroependymal cells (Astro) populations in adult control and experimental autoimmune encephalomyelitis (EAE) brain. Circle size indicates p-values. Color indicates mean average expression levels of interacting molecules.

**Figure 7—figure supplement 2.**
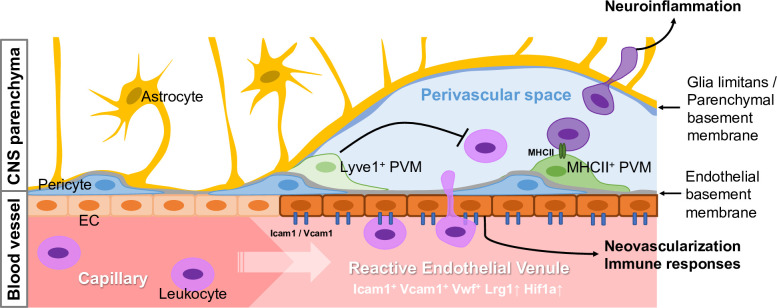
Schematic summary of experimental findings. Schematic summary of proposed findings. Reactive endothelial venules (REVs) are specialized cellular gateways in the CNS vasculature with associated perivascular macrophages (PVMs) as gatekeepers in the perivascular space, regulating the infiltration of circulating leukocytes into the brain parenchyma and vascular integrity during homeostasis and neuroinflammation.

## Discussion

Here, we provide a comprehensive single-cell transcriptomic atlas of non-neural components of the murine brain vasculature during growth, adulthood, ageing, and in EAE. Using this data, we establish the existence of a specialized vessel subtype, which is characterized by a distinct endothelial gene expression profile and presence of ICAMs. In response to pro-inflammatory (LPS) stimulation or in the neuroinflammatory condition of EAE, REVs, but not the far more abundant ICAM-1^-^ vessels, are associated with leukocytes, suggesting that the ICAM-1^+^ subset of postcapillary venules serves as a first site of immune cell accumulation prior to entry into the brain parenchyma. Such a role of REVs as an interface for innate and adaptive immune cells might be also relevant under homeostatic conditions, when the recruitment of these cells is rare and their activity but also their entry into the brain parenchyma is tightly regulated (Schwartz et al., 2013). 

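To compare subtypes at equal numbers of cells, 14 cells were drawn per subtype and library (the smallest number at hand) from adult and EAE ECs and the genes called between EAE and adult were counted, with 20 draws. Inflammatory ECs had a median of 243 called genes (196 to 281 over the draws) and REVs of 235 (158 to 319), so these subtypes were not told apart by this count in these draws. Arterial ECs had 104.5, CapA ECs 94, venous ECs 87 and CapV ECs 79. UMIs were not matched between subtypes. REVs ranked 2 here, and also under 10% mitochondrial UMIs, without Scrublet doublets, with a marker score, where a subcluster led by myeloid genes was also named REV, at resolutions of 0.3 (171 against 252 in inflammatory ECs) and 0.9 (178 against 223) and with the tested genes kept in the clustering (162 against 205). They ranked 1 by DESeq2 (146 against 145), with no filter on low counts, without EAE 1 (109 against 107), without each adult library and without integration, where inflammatory ECs were not counted, and without EAE 2 both had 82. These alternatives had 5 draws each, and wherever REVs ranked 1 above inflammatory ECs the ranges of both over the draws overlapped, as by DESeq2 (118 to 172 and 139 to 157) and without EAE 1 (92 to 202 and 62 to 117). At resolution 0.3 the ranges did not overlap (130 to 189 in REVs and 236 to 266 in inflammatory ECs). Nor did they at resolution 0.9 (122 to 192 and 221 to 253), so there inflammatory ECs had more called genes than REVs. With inflammatory and arterial ECs left out, a setting chosen after seeing the data, 73 cells could be drawn, which gave 975 called genes (836 to 1072) in REVs, 543.5 in CapA, 522 in venous and 470.5 in CapV ECs. The difference between the EAE effects in REVs and in CapV ECs, tested as an interaction with the library as a block in edgeR, was called for 404 of 9544 genes, 182 with a more positive and 222 with a more negative effect in REVs. This count was 172 without EAE 1, 111 by DESeq2 and 28 without the library block. Apod had a large positive interaction (log2 difference 2.79, SE 0.10, adjusted p = 5.18e-17), and Mustn1 (3.20) and Mapk6 (1.85) were the other genes with the most positive effect. Ch25h (-2.57), Ptgs2 (-2.03) and Lrg1 (-1.94) had the most negative effect in REVs. Immunological challenges other than EAE were not part of these libraries.

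**Figure D3:**
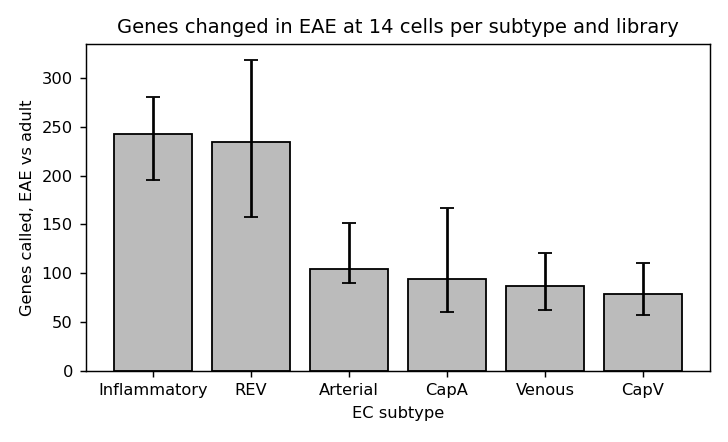
Number of genes called between EAE and adult at 14 cells per EC subtype and library, as the median of 20 draws with bars from the lowest to the highest draw. Inflammatory ECs (243) and REVs (235) lie above the other subtypes, which lie between 79 and 104.5.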

The association of MHCII^+^ and Lyve1^+^ PVM populations with REVs might mediate immunomodulatory responses, and the predominant gene expression changes in REVs upon immunological challenge highlight further that these vessels might be critical for the immune privileged status of the CNS with potential implications for ageing and neurodegenerative diseases.

Several previous studies on scRNA-seq analysis of murine or human brain have recovered only a limited number of vascular cells due to the comparably high abundance of neural cells (Han et al., 2020; Zeisel et al., 2015). In other publications, fluorescence-activated cell sorting (FACS) or microbead-mediated isolation of ECs as well as of both ECs and mural cells has provided insight into the organ-specific specialization, transcriptional regulation, and arterial-venous zonation of brain vessels in the healthy organism (He et al., 2018; Kalucka et al., 2020; Sabbagh et al., 2018; Vanlandewijck et al., 2018). While sorting based on certain cell surface markers or fluorescent reporters enables the efficient enrichment of the desired cell populations, it has to be considered that these approaches are biased and will miss cells lacking expression of the relevant markers. This limitation is avoided by our demyelination approach, which does not rely on the expression of specific cell surface proteins or fluorescent reporters. Despite of the differences in the experimental approach, data generated by Vanlandewijck et al., 2018 confirms the enriched expression of Icam1 and Vwf in a fraction of venous ECs, which is consistent with our own findings. Transcriptomic changes in brain ECs associated with the aging have been also investigated previously, and it has been proposed that soluble brain EC-derived Vcam1, generated by shedding, activates microglia and impairs the function of hippocampal neural precursors (Chen et al., 2020; Yousef et al., 2019). Our own study confirms that aging increases transcripts associated with inflammation in brain ECs, and, in particular, in REVs. Similarly, EAE results in the upregulation of proinflammatory gene expression in ECs with potential implications for neuroinflammation and disease development.

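Whether ageing acted differently on REVs than on other ECs was tested as an interaction of subtype and age with the library as a block, on REVs and other ECs of Adult 2 and 3 and Aged 1 and 2. Of 11001 genes tested by edgeR 51 were called, 28 with a more positive and 23 with a more negative effect of age in REVs, and 7 without Adult 3, 18 by DESeq2 and 7 with Adult 2 and 3 summed. The interaction was 0.45 (SE 0.18, adjusted p = 0.52) for Icam1, -0.12 (SE 0.14, adjusted p = 0.943) for Vcam1, -0.40 (SE 0.15, adjusted p = 0.338) for Vwf and -0.45 (SE 0.16, adjusted p = 0.338) for Irf1. Of these 4 genes 0 were called over all genes tested and 3 when adjusted over the list alone, 2 of the 3 with a more negative effect in REVs. Without integration, Vcam1 (-0.84), Vwf (-0.99) and Irf1 (-1.92) were called with a negative effect. The cells named REVs were then 856, against 173 here, with 63 and 65 in Adult 2 and 3 and 358 and 362 in Aged 1 and 2. An effect of age was thus not separated there from a difference in which cells were named REVs. Without Aged 2 the interaction of Irf1 was -0.87. Aplnr had 0 UMIs in other ECs of both aged libraries, against 166 and 183 in Adult 2 and 3, and 12 to 22 in the REVs of each library. Egr1 and Cpe had the most positive interactions after Aplnr (1.62 and 1.40) and Emp2, Ptgs2 and Cdk6 the most negative (-2.15, -1.63 and -1.59), on 40 Emp2 UMIs in all REVs. Without integration that of Emp2 was 0.45 (adjusted p = 0.222).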

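Serpina3n and Doc2b rose most in all ECs of EAE libraries among genes with at least 50 CPM. Serpina3n (chromosome 12, 104406729–104414329) was at 0.262 ± 0.370 CPM (SD, n = 2) in adult ECs, on 2 UMIs, and 109 ± 16.4 CPM in EAE ECs, on 2271 UMIs (adjusted p = 2.69e-09 by edgeR). Doc2b was at 0.836 ± 0.0720 and 61.1 ± 3.16 CPM (log2 fold change 6.11, SE 0.30, adjusted p = 7.13e-09). Nrep and Htra1 fell most among genes with UMIs in both conditions, with log2 fold changes of -3.11 (SE 0.21, adjusted p = 2.05e-07) and -2.93 (SE 0.16, adjusted p = 2.76e-08). The gene mt-Nd3 had 1806 UMIs in adult and 0 in EAE ECs. Each of these genes separated all EAE from all adult libraries, and each was called with any 1 library left out.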

In the healthy organism, the CNS contains a highly selective barrier system to restrict peripheral immune cell entry into brain parenchyma. During pathophysiological conditions, activated T cells can enter the perivascular space independent of antigen specificity (Kawakami et al., 2005) along postcapillary venules (Raine et al., 1990). However, only after acquiring the ability to move across the glia limitans by recognition of cognate antigen displayed by perivascular APCs, T cells traverse into the parenchyma (Lodygin et al., 2013). Firm attachment of T cells to ECs to resist the vascular shear stress and prolonged crawling before diapedesis is also critical for immune cell extravasation (Steiner et al., 2010). Our findings suggest that functionally specialized REV ECs enable the sustained immune surveillance process alongside the postcapillary venules, serving as the cellular gateway of BBB. In this sense, REVs share some functional features with high endothelial venules in secondary lymphoid organs that support circulating lymphocyte extravasation and physical contact with APCs (Girard and Springer, 1995). Because of the restricted afferent and efferent communication with lymphatic tissue in CNS parenchyma, these specialized postcapillary ECs are probably relevant for fine-tuned CNS immune reactions.

Our work also shows transcriptionally distinguishable subtypes of brain resident PVMs, physically associated with REVs in postcapillary venules, which might serve as APCs for CNS immune surveillance and thereby as gate-keepers at the BBB. It has been reported that PVMs are derived from early yolk-sac-derived erythromyeloid progenitors, similar to microglia and have minimal turnover during homeostasis (Goldmann et al., 2016). The transcriptional continuum between the PVM subtypes and the coherent activation upon EAE reflect the ability of PVMs to swiftly adapt to changing immunological and environmental cues. Nevertheless, PVMs retain distinct molecular characteristics relative to infiltrating peripheral macrophages even though all these cells are exposed to the same perivascular microenvironment. More detailed understanding of the mechanisms that determine the behavior of PVMs and peripheral macrophages upon neuroinflammation will be important, especially for attempts to target specific cell populations and modulate local immune responses. Delivery of drugs or therapeutic cells (e.g. chimeric antigen receptor T cells) across the BBB is a limiting factor in the future development of new therapeutics for the brain diseases, such as Alzheimer’s disease and various brain tumours (Pardridge, 2019).

The sum of our work reveals critical aspects of vascular heterogeneity in the CNS and thereby provides a valuable resource for cell-cell interactions and the molecular modulation of immune cell trafficking into the CNS, with relevance for brain function in health and disease.

## Methods

### Mice

C57BL/6 female mice were used unless stated otherwise. *Cdh5- H2BGFP*/*tdTomato* (Jeong et al., 2017), *Cx3cr1-GFP* (Jung et al., 2000), and *Pdgfra-GFP* transgenic mice were used to specifically label EC, Micro + PVM, and Fibro, respectively. All animal experiments were performed in compliance with the relevant laws and institutional guidelines, approved by local animal ethic committees, and conducted with permissions (84–02.04.2016 .A525, 81–02.04.2020 .A471 and 84–02.04.2017 .A322) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

### EAE and LPS treatment

EAE was induced as previously described (Gerwien et al., 2016). In brief, 150 μl of 0.75 mg/ml myelin oligodendrocyte glycoprotein 33–55 peptides (MOG35–55) mixed with Complete Freund’s Adjuvant (FS8810; Sigma-Aldrich) was injected subcutaneously into the tail base of 7–11-week-old female C57Bl/6 mice. On the day of immunization and on day 2, 100 μl of 2 μg/ml pertussis toxin (P7208; Sigma-Aldrich) was injected intravenously. Mice were monitored daily for development of disease symptoms. EAE was graded on a 0–5 scale as follows: score 0, no clinical symptoms; score 1, flaccid tail; score 2, hindlimb weakness or partial paralysis; score 3, severe hindlimb weakness or paralysis; score 4, forelimb paralysis; and score 5, paralysis in all limbs or death. Mice typically reached a peak of disease symptoms between days 14 and 18 after immunization, before disease resolution. The disease typically correlates with weight loss; killing of mice was required when weight loss exceeded 20–30% of the initial body weight.

For acute LPS treatment, mice were intraperitoneally injected with a single dose of 10 mg/kg LPS (L2630-25MG; Sigma-Aldrich). Control animals received the same volume of PBS (data not shown). Mice were sacrificed at 2 hr after the injection.

### Single-cell RNA-seq library preparation and sequencing

Mice were perfused transcardially with ice-cold PBS under anesthesia. Brains were isolated and dabbed with filter paper for the removal of meninges. After the removal of olfactory bulbs and cerebellum, brain cortex tissues were dissected and digested using the enzyme-cocktail solution of 30 U/ml papain (LK003153; Worthington) and 0.125 mg/ml Liberase TM (5401119001; Sigma-Aldrich) in Dulbecco's Modified Eagle Medium (DMEM, Sigma-Aldrich) for 60 min at 37°C. Homogenized tissues were combined with 1.7-fold volume of 22% BSA in PBS and then centrifuged at 1000× g for 10 min for myelin removal. After washing with ice-cold DMEM, dead cells and debris were removed using ClioCell nanoparticles (Amsbio) according to the manufacturer’s instructions. Single cells were counted using Luna-II automated cell counter (Logos Biosystems) and captured using the 10X Chromium system (10X Genomics). We pooled tissues from three (for aged and EAE samples) or six (for juvenile and adult samples) mice to reduce the effect of sample-dependent individual variations. Libraries were prepared according to the manufacturer’s instructions using Chromium Single Cell 3’ Library & Gel Bead Kit v2 (10X Genomics) and sequenced on the Illumina NextSeq 500 using High Output Kit v2.5 (150 cycles, Illumina) for 26 bp +98 bp paired-end reads with 8 bp single-index aiming raw sequencing depth of >20,000 reads per cell for each sample.

### Single-cell RNA-seq data analysis

Sequencing data were processed with UMI tools (Smith et al., 2017) (version 1.0.0), aligned to the mouse reference genome (mm10) with STAR (Dobin et al., 2013) (version 2.7.1 a), and quantified with Subread featureCounts (Liao et al., 2014) (version 1.6.4). Data normalization, detailed analysis, and visualization were performed using Seurat package (Butler et al., 2018) (version 3.1.5). For initial quality control of the extracted gene-cell matrices, we filtered cells with parameters nFeature_RNA >500 & nFeature_RNA <6000 for number of genes per cell and percent.mito <25 for percentage of mitochondrial genes and genes with parameter min.cell=3. Filtered matrices were normalized by LogNormalize method with scale factor = 10,000. Variable genes were found by FindVariableFeatures function with parameters of selection.method = ‘vst’, nfeatures = 2000, trimmed for the genes related to cell cycle (GO:0007049) and then used for principal component analysis. FindIntegrationAnchors and IntegrateData with default options were used for the data integration. Statistically significant principal components were determined by JackStraw method, and the first 12 principal components were used for UMAP nonlinear dimensional reduction. Unsupervised hierarchical clustering analysis was performed using FindClusters function in Seurat package. We tested different resolutions between 0.1 and 0.9 and selected the final resolution using clustree R package to decide the most stable as well as the most relevant for our previous knowledges. Cellular identity of each cluster was determined by finding cluster-specific marker genes using FindAllMarkers function with minimum fraction of cells expressing the gene over 25% (min.pct=0.25), comparing those markers to known cell type-specific genes from previous studies.

Data were further trimmed for clusters of multiplets, low-quality cells (mitochondrial gene-enriched), contaminated neurons (Tubb3^+^), oligodendrocytes (Mbp^+^), lymphocytes (Igkc^+^ or Nkg7^+^), red blood cells (Hba−a1^+^), and ependymal cells (Tmem212^+^) and then reanalyzed. For subclustering analysis, we isolated specific cluster(s) using subset function, extracted data matrix from the Seurat objectusing GetAssayData function, and repeated the whole analysis pipeline from data normalization.

Differentially expressed genes were identified using the nonparametric Wilcoxon rank sum test by FindMarkers function of Seurat package. We used default options for the analysis if not specified otherwise. Results were visualized using EnhancedVolcanoR package (version 1.10.0). FeaturePlot, VlnPlot, and DotPlot functions of Seurat package were used for visualization of selected genes. The ‘VlnPlot’ function of Seurat package was used for violin plots to show the expression level of selected genes with log normalized value by default.

Monocle (Trapnell et al., 2014) (version 2.12.0) was used for pseudotime trajectory analysis. We imported Seurat objects to Monocle R package and then performed dimensionality reduction with DDRTree method with parameters max_components = 2 and norm_method=‘log’. Cell cycle phases were classified by cyclone function of scran (Lun et al., 2016) (version 1.14.5). We also used MAGIC (van Dijk et al., 2018) (version 1.4.0.9000) for an alternative dimensionality reduction and CellPhoneDB (Vento-Tormo et al., 2018) for ligand-receptor interactome analysis. An R package iTALK (https://doi.org/10.1101/507871) was used for the ligand-receptor interactome analysis. For the analysis of each single sample, top 50% of genes in their mean expression values were selected and used for ligand-receptor pair identification using FindLR function with datatype = mean count. All the analysis scripts are available from vignettes of original software webpage of Seurat, Monocle, MAGIC, CellPhoneDB, or iTALK. No custom code or mathematical algorithm other than variable assignment was used in this study.

### Flow cytometry

Brain cortex tissues from transcardially perfused P10 *Cdh5- H2BGFP*/*tdTomato* transgenic mice were dissected and treated by different digestion conditions, namely papain solution, papain + liberase cocktail solution, or papain + liberase cocktail solution followed by myelin removal. EC-specific H2BGFP and tdTomato fluorescences were directly analyzed after single/live cell gating in forward scattered/side scattered plot using FACSVerse flow cytometer (BD). For brain-infiltrated leukocyte analysis, brains from transcardially perfused mice were dissected and crushed with FACS buffer (2% FCS, 2 mM EDTA in DPBS) using 100 um mesh and plunger. After collecting the cell suspension with 10 ml of FACS buffer, centrifugation was performed to make cell pellet. Percoll gradient was performed, and a layer that contains mononuclear cells was collected for further FACS analysis. 10^5^ cells were stained with fluorescence conjugated antibodies, CD45-APC-Cy7 (BD 557659) and CD3e-FITC (Thermo 11–0031) for 30 min at 4°C. The analysis is performed with BD FACSymphony A3 Cell Analyzer. FlowJo software (version 10.5.3, FlowJo, LLC) was used for further analysis.

### Immunohistochemistry

Mice were perfused transcardially with ice-cold PBS and subsequently with 2% paraformaldehyde (PFA) under anesthesia. Whole brain tissues were dissected and further fixed with 4% PFA or 100% methanol at 4°C for overnight. Methanol-fixed samples were rehydrated by serial incubation (15–20 min each, at RT) in increasing concentrations of PBS:methanol solution (25, 50, 75, and 100% PBS). The fixed brains were glued to a mounting block with cyanoacrylate glue (48700; UHU), submerged in ice-cold PBS, and sliced with 100-µm thickness using vibrating blade microtome (VT1200, Leica). Sections were blocked and permeablilized by 1% BSA and 0.5% Triton X-100 in PBS for overnight. Incubation with blocking/permeabilization solution containing primary antibodies at 4°C for overnight was followed by secondary antibody staining using suitable species-specific Alexa Fluor-coupled antibodies (Invitrogen) and flat-mounting in microscope glass slides with Fluoromount-G (0100–01; SouthernBiotech). The following primary antibodies were used for immunostaining: rabbit anti-ICAM-1 (Abcam ab222736, 1:100), rat anti-ICAM-1 (BioLegend 116102, 1:100), mouse anti-αSMA-Cy3 (Sigma C6198, 1:300), mouse anti-αSMA-660 (eBioscience 50-9760-82, 1:300), chicken anti-GFP (2BScientific Ltd. GFP-1010, 1:300), goat anti CD31 (R&D Systems AF3628, 1:200), rabbit anti-CD206 (Abcam ab64693, 1:100), rat anti-CD206 (BioRad MCA2235T, 1:100), rabbit anti-GFAP (DAO Z0334, 1:200), rat anti-CD13 (AbD Serotec MCA2183GA, 1:100), hamster anti-CD3e-FITC (eBiosciences 11–0031, 1:100), rabbit anti ColIV (AbD Serotec 2150–1470, 1:100), rat anti-CD68 (Abcam ab53444, 1:200), goat anti-Olig2 (R&D Systems AF2418, 1:100), rabbit anti-MHC Class II (Abcam ab180779, 1:100), rat anti-CD45 (Becton Dickinson 550539, 1:200), and rat anti MBP (Abcam ab7349, 1:200). The following donkey-raised secondary antibodies (all in 1:400 dilution unless otherwise stated) were used for immunostaining: anti-rabbit IgG conjugated to Alexa Fluor (AF) 488 (Thermo Fisher Scientific A21206), anti-chicken IgY AF488 (Jackson ImmunoResearch 703-545-155), anti-goat IgG AF488 (Invitrogen, A-11055), anti-rat IgG Cy3 (Jackson ImmunoResearch 712-165-153), anti-rabbit IgG AF546 (Thermo Fisher Scientific A10040), anti-rat IgG AF594 (Thermo Fisher A21209), anti-rabbit IgG AF594 (Thermo Fisher Scientific A21207), anti-rabbit IgG AF647 (Thermo Fisher Scientific A31573), and anti-goat IgG AF647 (Thermo Fisher Scientific A21447). Streptavidin AF405 (Invitrogen S32351, 1:200) was used for detection of biotinylated-IB4 stained samples. Nuclei were counterstained with 4’,6-diamidino-2-phenylindole (Sigma, D9542) diluted at 1 μg ml^–1^ together with the secondary antibodies.

### Statistics and reproducibility

No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocate during experiments and outcome assessment.

Data sets with normal distributions were analysed with unpaired Student’s two-tailed t-tests to compare two conditions. Results are depicted as mean  ± s.e.m. as indicated in figure legends. All experiments for quantitative analysis and representative images were reproduced at least three times.

## Data Availability

Raw data (fastq files) and processed data (gene counts) for single cell RNA-Seq analysis have been deposited in the Gene Expression Omnibus with the primary accession number, GSE133283. The following dataset was generated: JeongH AdamsRH 2019Single cell transcriptome analysis of non-neuronal cell populations in mouse brain cortexNCBI Gene Expression OmnibusGSE133283

How the deposited data were processed for this re-analysis (not part of the article)

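Single cells of myelin-depleted mouse cerebral cortex were measured with the 10x 3′ v2 assay in 4 juvenile (postnatal day 10), 3 adult (7–11 weeks), 2 aged (18 months) and 2 EAE libraries (peak of disease, day 14 to 18). Tissue of 6 mice was pooled for juvenile and adult and of 3 mice for aged and EAE samples. The authors assigned reads to cells and genes with UMI-tools, STAR and featureCounts and deposited UMI counts per gene and cell barcode, and the deposited values were checked to be whole counts with barcodes on both sides of the study's filters. Gene positions are from GENCODE M21 (GRCm38), and older gene symbols are given as the authors wrote them (Nov, Ctgf).

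The 11 libraries held 54646 barcodes, with 15755504 to 34326349 UMIs per library and 26921 genes, of which 23940 were seen in at least 3 cells. Barcodes with more than 500 and fewer than 6000 genes and under 25% mitochondrial UMIs were kept (50625 cells). In Seurat 5.3.0 (R 4.3.3) counts were log-normalized (scale factor 10000), 2000 variable genes and 12 principal components were taken, and clusters were found at resolution 0.5 and named from lists of marker genes, with a fixed list of genes to be tested for each subclustering (the tested genes below) kept out of clustering and naming. Other genes tested stayed in the clustering, and Slc38a5 and Tfrc were also used to name juvenile CapV ECs. Clusters with markers of a second class, or of none, were set aside: 4.90% of juvenile ECs, 1.82% of adult and 1.17% of aged ECs, 1.15% of adult and 0.569% of EAE ECs in their own subclustering, and 7.63% of juvenile, 26.5% of adult and 16.8% of aged PVMs. The limits for naming clusters were set after the clusters had been seen. Juvenile ECs were subclustered after integration of the libraries. ECs of adult and aged libraries, ECs of adult and EAE libraries, and PVMs of the 3 ages were subclustered after integration of the conditions. There the libraries of 1 condition were joined without integration, so differences between them, such as those of Adult 1, were not removed. Scrublet (scanpy 1.11.5, Python 3.11.15) called 828 cells doublets (1.64%).

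For tests, UMIs were summed per library and cell population with at least 10 cells and compared with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood test). Comparisons of whole cell types between conditions were fitted over all 11 libraries. REVs of EAE and adult libraries, and inflammatory and CapV ECs, were compared in a fit of subtype by condition groups over the 5 adult and EAE libraries, and PVMs with macrophages in a fit of the EAE libraries and the adult PVMs, both without a block. The other comparisons of cell populations within libraries had the library as a block. Genes were called at an adjusted p of 0.05 (Benjamini-Hochberg), and counts at 0.001 are given beside some. In the comparison of REVs with other ECs each library with at least 10 REVs entered. CPM values are the counts of a gene scaled to the total of a population in a library, averaged over units as described with the data of the ages. For genes of an edgeR comparison the total is that of the genes that passed the filter, adjusted by the TMM factors of that comparison, so a gene can have different values for the same cells in different comparisons, and the other CPM values use the plain total. Reactome sets of 10 to 500 genes were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with 80.6% of 7111 identifiers matched to gene symbols. Shares of cells that depend on single transcripts were taken after each cell was thinned to 1500 UMIs, with cells below that depth left out (5.87% of adult, 13.4% of aged, 13.1% of EAE and 1.28% of juvenile ECs). Shares were compared by exact permutation tests, whose smallest possible two-sided p was 0.1 for 3 against 2 libraries, 0.0286 for 4 against 3 and 0.333 for 2 against 2 units.

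The genes named are every gene that the paper's text names for a comparison, for juvenile ECs 5 venous and 8 arterial genes fixed beforehand from general knowledge, and the 3 with the largest log2 fold change in each direction among those called, with at least 50 CPM in the higher group and groups that did not overlap (within libraries, the same direction in each library), without the genes of the naming lists. Simulated data were made by changing 200 genes by 1 on the log2 scale in a population like the one compared. Their libraries were independent with a dispersion of 0.02, so the effect of near-identical libraries on false calls is not covered. The analysis was tested on these data. Of the changed genes that could be tested it recovered 71.0% for aged against adult ECs, 70.0% for EAE against adult ECs, 46.1% and 49.0% for PVMs, 39.9% for REVs in EAE, 35.0% for REVs against other ECs, 0% for the interaction of age and REVs, 53.1% for PVMs against macrophages, 81.7% for Lyve1+ against MHCII+ PVMs, 85.7% for tip and mitotic ECs and 100% for microglia against PVMs, with 0% to 9.52% of the calls false.

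The alternatives tried were DESeq2 1.42.0, no filter on low counts, a fit of only the groups compared, the replicate number or no block, leaving out each library, the Wilcoxon test over single cells, under 10% mitochondrial UMIs, removal of Scrublet doublets, a marker score per cell in place of clusters, no integration, resolutions of 0.3 and 0.9, the tested genes kept in the clustering, thinning to 1000 UMIs or none, another denominator of shares, the genes of astroependymal cells left out, fry, and an estimated correlation between genes. Chosen after the data were seen were the units (Adult 2 and 3 and the juvenile pairs summed, near-identical libraries of every condition summed, and each library counted as 1 sample), the comparisons of REVs with CapV and venous ECs and of inflammatory with CapV ECs, and the draw of 73 cells. Left out were Monocle, MAGIC, cyclone, CellPhoneDB, iTALK and the GO and KEGG sets, which were not used here, and the shares of REVs and MHCII+ PVMs by cluster were not compared between ages. Some results on single genes and sets are not reported here. Imaging, flow cytometry and reporter mice of the study were not analysed here.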

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

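The tests of free RNA in this part were chosen only after the results were seen, while the test of Y-linked transcripts was written before.

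The effect of EAE differed between REVs and CapV ECs, by a test of the difference itself (interaction in edgeR), for 404 of 9544 genes. The count was 172 without EAE 1 and 486 without Adult 1, 111 by DESeq2, 221 with near-identical libraries summed and 28 without the library block, which the cells of both subtypes from the same library share. The gene Apod had a log2 difference of 2.79 between the effects (adjusted p = 5.18e-17 by edgeR), with 1.82 to 2.91 and an adjusted p of at most 9.25e-05 over the alternatives. Free RNA from astroependymal cells, macrophages, lymphocytes, neutrophils or red blood cells could add to both subtypes alike, but only 3.483% of the called genes (14 of the 402 whose adjusted p was under 0.05 after rounding) were over 20 times higher in such cells than in ECs, against 1.61% of the genes not called, which argues against it as the whole cause. A difference in depth between the conditions (a median of 2363 UMIs per EC in EAE and 3148 in adult libraries) and the way cells were assigned to subclusters, which the disease itself can move, stay open, as does a response of REVs to EAE that differs from that of CapV ECs.

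The effect of age differed between REVs and other ECs, by the same kind of test, for 51 of 11001 genes (701 at an unadjusted p under 0.05). It was 7 without Adult 3, 8 without Adult 2, 29 without Aged 1 and 47 without Aged 2, 18 by DESeq2 and 661 without integration, so the number rests on which libraries and which cells are counted as REVs. Of the called genes 9.804% were over 20 times higher in astroependymal or blood cells than in ECs, against 2.37% of those not called. Free RNA from these cells could thus be part of the cause, and the values argue against it as the whole. In simulated data with 200 genes changed by 1 on the log2 scale this comparison recovered 0, so effects of that size on REVs may be missed. The simulated libraries were independent with a dispersion of 0.02, unlike the near-identical libraries of this fit. What would be missed in the data is therefore not settled by it. An effect of age that acts on REVs in particular stays open, and was not separated from a difference in which cells were named REVs.

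Ddx3y, a Y-linked gene that the paper does not discuss, was at 53.13 CPM in Juvenile 3 and 50.58 CPM in Juvenile 4 and at 0 in the other 9 libraries. Eif2s3y (48.5 and 50.1 CPM) and Kdm5d (4.35 and 4.84 CPM) went with it, Kdm5d with 0.114 CPM in Adult 2, and Xist was at 29.7 and 35.7 CPM in these libraries against 61.5 to 101 CPM in the others. The paper used female mice unless stated otherwise. The test, written before the values were seen, asked whether the Y-linked genes are present together in the juvenile libraries and near 0 in the others, which held for 2 of the 4 juvenile libraries, and the lowest Ddx3y level of 50.58 CPM is consistent with male pups in their pool. Reads misassigned from paralogs on the X chromosome would appear in every library, which they did not. Whether other differences between juvenile and adult libraries follow sex was not tested.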

How the results depend on the processing

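The alternatives were chosen before the data were examined, except the units of replication (Adult 2 and 3 and the juvenile pairs summed, near-identical libraries of every condition summed, each library counted as 1 sample), the draw of 73 cells and the comparisons of REVs with CapV and venous ECs and of inflammatory with CapV ECs, which were chosen after seeing the data. Over 35 results of comparisons and 35 settings there were 482 values, of which 366 stayed within the limits set for a change, 116 moved and 0 reversed by the limits, which count a change of sign only for a difference that had been called. The sign did change in 4 of these values, all in the Icam1+ Vcam1+ share of ECs: aged minus adult samples, 0.389 with all libraries, was -0.476 without Adult 1, -0.487 with Scrublet doublets removed and -0.754 with no thinning, and adult minus juvenile samples, 1.24, was -0.0427 with no thinning. Over 207 single genes there were 3158 values, of which 2895 kept their direction and their side of the threshold, 200 lost their call, 58 gained one and 5 reversed. Where a value moved, the cause was not tested, except where fewer libraries or sums enter a fit. Without integration the comparison of Lyve1+ with MHCII+ PVMs gave no value, and with near-identical libraries summed the interaction of age and REVs could not be fitted.

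Leaving out a library in turn gave the following lowest and highest values. Genes called in ECs between aged and adult libraries numbered 219 (without Aged 1) to 2200 (without Adult 1), against 1336 with all, and between EAE and adult libraries 2346 (without EAE 1) to 4768 (without Adult 1), against 4468. In PVMs they numbered 53 (without Aged 1) to 360 (without Adult 1) for age and 889 (without EAE 2) to 1496 (without Adult 1) for EAE. In mural cells they numbered 108 (without EAE 1) to 394 (without Adult 3), in astroependymal cells 2822 (without EAE 2) to 5727 (without Adult 1), and in REVs of EAE 885 (without EAE 1) to 2998 (without Adult 1). The interaction of EAE with REVs and CapV ECs was called for 172 (without EAE 1) to 486 genes (without Adult 1), and that of age with REVs for 7 (without Adult 3) to 47 (without Aged 2). REVs against other ECs gave 1455 (without Adult 3) to 1769 (without Aged 1), REVs against CapV and venous ECs 1540 (without EAE 1) to 2371 (without Adult 1), and inflammatory against CapV ECs 396 (without EAE 2) to 418 (without EAE 1). PVMs against macrophages gave 1819 (without EAE 2) to 4571 (without Adult 1), microglia against PVMs 3690 (without Juvenile 3) to 3829 (without Adult 3), and Lyve1+ against MHCII+ PVMs 167 (without Aged 2) to 269 (without Juvenile 2). Juvenile tip and mitotic ECs gave 2966 to 3254 genes, tip ECs 1813 to 1975 and mitotic ECs 2754 to 3077, each lowest without Juvenile 3. A lone sample that remains in a condition is assumed to vary like the other groups.

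The sets called in aged ECs numbered 0 (without Aged 1) to 3, those in REVs 22 (without Adult 3) to 28 (without Aged 1), and those between PVM subtypes 0 throughout. REVs ranked 1 among EC subtypes at equal numbers of cells in each of the 5 leave-one-out settings, without EAE 2 together with inflammatory ECs, over 5 draws with ranges that overlap those of inflammatory ECs, against 2 with all libraries. The Spearman correlation of adult and aged ECs was 0.964 (without Aged 2) to 0.967 (without Adult 1), and the difference in rho between arterial and venous genes 0.742 (without Juvenile 4) to 0.771 (without Juvenile 1). In percentage points, the Icam1+ Vcam1+ share of ECs differed between aged and adult samples by -0.476 (without Adult 1) to 0.514 (without Adult 2) and between adult and juvenile samples by 1.05 (without Juvenile 2) to 2.10 (without Adult 1). The MHCII+ share of PVMs differed by 18.1 (without Aged 2) to 21.4 (without Adult 1) and by 6.65 (without Adult 1) to 9.87 (without Juvenile 2), and the EC share by 8.23 (without Adult 1) to 22.9 (without Aged 1) and by 17.1 (without Adult 3) to 31.5 (without Adult 1). Between EAE and adult libraries the Lcn2+ share of ECs differed by 27.7 to 28.6, macrophages by 11.4 to 12.3, lymphocytes by 8.23 to 9.03, neutrophils by 1.93 to 1.95 and cycling PVMs by 0.922 to 0.930.

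With near-identical libraries of every condition summed, which leaves fewer sums, the counts were 2 for age in ECs and 35 in PVMs, 642 for EAE in ECs, 646 in PVMs, 38 in mural and 1497 in astroependymal cells, 474 in REVs, 221 for the interaction with CapV ECs, 1395 for REVs against CapV and venous ECs, 153 for inflammatory against CapV ECs and 2359 for PVMs against macrophages, with 0 sets in aged ECs and 20 in REVs. Of 172 single genes 28 lost their call. With only Adult 2 and 3 and the juvenile pairs summed, the counts were 512 for age in ECs, 149 in PVMs and 7 for the interaction of age and REVs, and the other 18 results of 21 stayed within the limits. Counting each library as 1 sample moved none of 11 shares.

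DESeq2 gave 18 genes for the interaction of age and REVs, 111 for that of EAE and REVs, 1005 for EAE in PVMs, 158 for Lyve1+ against MHCII+ PVMs and 1256 for REVs against CapV and venous ECs, and ranked REVs 1. Of 207 single genes 10 lost and 1 gained a call. The Wilcoxon test over single cells, which compared only 208, 979 and 1160 genes within its limits on the share of cells and the fold change, called 208, 619 and 1155 of them for age in ECs, REVs against other ECs and microglia against PVMs. With no filter on low counts there were 412 genes for age in PVMs, 606 for EAE in mural cells and 442 for Lyve1+ against MHCII+ PVMs, and REVs ranked 1. Without the library block there were 28 genes for the interaction of EAE and REVs, 86 for Lyve1+ against MHCII+ PVMs and 364 for REVs against CapV and venous ECs, and 14 of 109 single genes lost their call.

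In the replicate block setting, all 7 counts between conditions stayed within the limits, and of 82 single genes 4 lost and 1 gained a call. Nothing in the labels pairs libraries of the same number. Expression after removal of condition means had correlations across genes, where genes are not independent replicates, of -0.112 to 0.268 (median -0.0272) in ECs for 13 pairs of libraries with the same number, and of -0.268 to 0.214 for 31 other pairs. In microglia they were -0.191 to 0.170 and -0.242 to 0.242. A fit of only the 2 groups compared moved none of 7 counts, and leaving out genes of astroependymal cells none of 5.

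With Scrublet doublets removed, the counts were 85 for the interaction of age and REVs and 1105 for Lyve1+ against MHCII+ PVMs. The Icam1+ Vcam1+ share differed by 2.12 between adult and juvenile and by -0.487 between aged and adult samples, the MHCII+ share by 13.7 and 28.2, macrophages by 10.5, neutrophils by 1.96 and cycling PVMs by 0.322. In this setting clusters were drawn and named again, which was not separated from the removal of cells: 31 and 5 cells were called doublets in Aged 1 and 2, while aged PVMs went from 446 to 562, and a cluster with 751 cells of Adult 1 and EC as its first class went unnamed. This left 101 named ECs in Adult 1, against 859 in the main clustering, so the EC share of Adult 1 in this setting is not comparable. Under 10% mitochondrial UMIs gave 1016 genes for Lyve1+ against MHCII+ PVMs, MHCII+ differences of 13.6 and 28.5, macrophages 10.9 and cycling PVMs 0.631. With a marker score per cell in place of clusters, subclusters led by myeloid genes, of 172 and 451 cells, were also named REV, so its values for REVs are not those of REVs alone. It gave 655 genes for the interaction of EAE and REVs, 542 for Lyve1+ against MHCII+ PVMs, 62 sets in REVs and 1 between PVM subtypes, and differences of 23.7 in MHCII+ PVMs between aged and adult samples, 9.23 in macrophages, 1.85 in neutrophils and 0.653 in cycling PVMs.

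No thinning gave differences of -0.0427 and -0.7545 in the Icam1+ Vcam1+ share (adult against juvenile and aged against adult), 33.7 in the Lcn2+ share and 2.14 in cycling PVMs, and thinning to 1000 UMIs 22.0 in the Lcn2+ share and 0.658 in cycling PVMs. As a share of all cells that pass the filters, the differences were 0.551 and 0.753 for MHCII+ PVMs, 12.1 for Lcn2+ ECs and 0.02745 for cycling PVMs, where the larger denominator makes the values smaller by construction. Camera with an estimated correlation called 0 sets in aged ECs and 0 in REVs, and fry 366 in REVs and 1 between PVM subtypes. Of the 7 sets of aged ECs 3 were called by camera with the fixed correlation and the lowest unadjusted p was 0.00167, against 0.0121 with an estimated correlation and 0.0167 with near-identical libraries summed.

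Without integration there were 661 genes for the interaction of age and REVs, 3077 for inflammatory against CapV ECs and 1089 for REVs against other ECs, and REVs ranked 1. At resolution 0.3 there were 253 genes for the interaction of EAE and REVs and 23 sets in REVs, and at resolution 0.9 the difference in rho was 0.857. In the draw of 73 cells from CapA, CapV, venous ECs and REVs only, REVs ranked 1. Keeping the tested genes in the clustering moved none of 14 results. The 5 reversed values were those of Emp2 in the interaction of age and REVs without integration (0.45), Jag1 in REVs against CapV and venous ECs at resolution 0.9 (0.01), Esam in REVs against other ECs at resolution 0.3 (0.028), and Pdgfb in the same comparison without integration (0.046) and at resolution 0.3 (0.091). The cause was not tested.

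Depth and numbers of cells limit what can be said of small populations. REVs of adult and aged libraries held 33 to 48 cells and MHCII+ PVMs 11 to 24 cells per library tested, and 41.2% of adult and 53.4% of EAE mural cells had fewer than 1500 UMIs. The comparison of Lyve1+ with MHCII+ PVMs could test 2193 genes, against 13809 in ECs.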

Differences from the paper's values

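Of 49 values that the paper states and that were also computed, 9 differ by the limits used, 6 of 44 in its supplement and 3 of 5 in its text. For cluster shares both denominators are given and no direction is drawn, since the cells set aside differ.

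CapA ECs made up 20.12% of 4975 adult ECs in the paper and 30.4% of 4951 here. Of the alternatives chosen before the data were examined, the value no longer differed with Scrublet doublets removed (21.5%), with a marker score (28.2%), without integration (17.9%) and at resolutions of 0.3 (23.3%) and 0.9 (23.7%), and differed with the tested genes kept in the clustering (34.6%) and under 10% mitochondrial UMIs (30.6%). REVs made up 3.52% of the same 4975 adult ECs in the paper and 1.68% of 4951 here, and no longer differed without integration (3.27%) and at resolution 0.9 (2.91%), but differed with Scrublet doublets removed (2.26%), with the tested genes kept (1.55%), at resolution 0.3 (13.0%) and under 10% mitochondrial UMIs (1.61%). A marker score gave 2.95% in adult and 3.57% in aged ECs, which is not comparable, since a subcluster of 172 cells led by myeloid genes was named REV there beside that of 174 cells. With Scrublet doublets removed a subcluster of 2622 ECs was set aside, so the shares in that setting are of 3584 adult and 3763 aged ECs. REVs made up 3.35% of 5766 aged ECs in the paper and 1.57% of 5739 here, and no longer differed with Scrublet doublets removed (2.52%) and at resolution 0.9 (2.56%), but differed with the tested genes kept (1.45%), without integration (12.5%), at resolution 0.3 (9.08%) and under 10% mitochondrial UMIs (1.52%).

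MHCII+ PVMs made up 22.87% of 551 adult PVMs in the paper and 9.46% of 391 here, and every alternative also gave less than the paper: 10.3% with the tested genes kept, 16.7% under 10% mitochondrial UMIs, 14.6% with Scrublet doublets removed, 8.88% with a marker score, 3.85% without integration, and 7.58% and 7.83% at resolutions of 0.3 and 0.9. With the tested genes kept and under 10% mitochondrial UMIs the gap was smaller than the SD between adult samples (15.1 and 14.0 percentage points, against 2.51 with Scrublet doublets removed), so there the limit used follows the spread. They made up 38.64% of 546 aged PVMs in the paper and 11.6% of 371 here, and differed under every alternative, from 11.1% at resolutions of 0.3 and 0.9 to 68.7% without integration. They made up 20.86% of 628 juvenile PVMs in the paper and 6.42% of 545 here, and differed under every alternative, from 1.10% without integration to 10.7% under 10% mitochondrial UMIs.

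The Spearman correlation of adult and aged ECs was 0.9852 in the paper and 0.969 here, and differed under every alternative (0.964 to 0.969). The paper counts 407 genes between adult and aged ECs, where 98 passed an adjusted p of 0.001 here. This differed under each alternative, with 208 by the Wilcoxon test over single cells (each gene that passed its limits on the share of cells and the fold change, so a number set by these limits), 7 in a fit of only the 2 groups, 35 with the replicate block, 5 without Aged 1 and 4 without Aged 2. The paper tested single cells, and the values here test libraries. The paper counts 663 genes as predominantly expressed in REVs. Here 1883 genes were called between REVs and other ECs (1769 without Aged 1 and 1586 without Aged 2), and 619 by the Wilcoxon test over single cells, which the paper's methods name. These totals count both directions, so the comparison with 663 is not like for like. Of them 939 were higher in REVs by edgeR and 444 by the Wilcoxon test, and neither of these differs from 663 by the limits used.

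Several statements on genes and sets were not called or went another way in the tests here. The paper reports Lyve1 lower in aged PVMs, where the log2 fold change was -0.11 (adjusted p = 0.845 by edgeR) and the gene was not called under any setting run. It reports Lyve1+ PVM genes unchanged or lower in EAE, where Lyve1 (0.84) and Cd163 (1.48) were higher, although Lyve1 was not called with Scrublet doublets removed (0.46, adjusted p = 0.0891), under 10% mitochondrial UMIs (0.0619) or with near-identical libraries summed (0.083). It reports Igfbp4 and Igf1 in PVMs as not changed in EAE, where Igfbp4 (-1.35, adjusted p = 3.44e-08) and Igf1 (-0.39, adjusted p = 0.0392) were lower, Igf1 without a call by DESeq2 (0.143), without EAE 1 (0.469) and without EAE 2 (0.0674). It describes Tnfsf12, Tgfb1 and Jag1 as signals expressed by REVs, without comparing levels, where Jag1 was lower than in CapV and venous ECs (-0.38) and Tnfsf12 (0.16) and Tgfb1 (-0.19) were not called, Tgfb1 being called lower without integration, with no filter on low counts, at resolution 0.9 and without Adult 1, and Tnfsf12 higher at resolution 0.3 (0.27). Ackr3, likewise described as expressed by REVs, was lower there than in CapV and venous ECs (-0.72, adjusted p = 0.0199). Tgfb1, described among growth factors of REVs whose signalling EAE enhances, was lower in REVs of EAE than of adult libraries (-0.57, adjusted p = 0.00861), without a call without EAE 1 (0.311) or EAE 2 (0.0548). The paper reports Icam1 as raised in inflammatory ECs, where it was higher than in CapV ECs without a call (log2 fold change 1.42, adjusted p = 0.053 by edgeR) and was called under 6 alternatives.

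The paper reports chemokine and T cell receptor signaling as enriched in aged ECs from KEGG sets, and the Reactome sets nearest to these were not called by camera (adjusted p of 0.484 and 0.889) nor under any setting run. Between PVM subtypes it reports lysosome and Wnt sets in Lyve1+ and antigen presentation and Toll-like receptor sets in MHCII+ PVMs, none of which was called (adjusted p of 0.438, 0.616, 0.754 and 0.438), although fry called the lysosome set of 8 genes (0.0355) and a marker score the Toll-like receptor set (0.0321). Of its Lyve1+ PVM genes, Cd209a, Cd209f, Ccr1, Cd302, Il21r and Tgfb1 were not called, with log2 fold changes of 3.23, 3.07, 0.67, 0.17, -0.10 and -0.16, and of its MHCII+ PVM genes Irf5 (-0.62) was not. Cd209a, Cd209f, Ccr1, Cd302 and Irf5 lay in the direction of the paper. Cd209f, Ccr1, Cd302 and Irf5 were called in the direction of the paper with Scrublet doublets removed (4.17, 1.00, 0.60 and -0.94), and Cd209a, Il21r and Tgfb1 under no setting run. The paper reports venous genes in tip and mitotic ECs, and Ephb4, 1 of 5 venous genes tested here, was lower there than in CapA and arterial ECs (-0.30, adjusted p = 0.0464), without a call by DESeq2 (0.104), without Juvenile 2 (0.105) or without Juvenile 4 (0.411).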

Other observations

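In this part the tests of Ttr against the astroependymal share of cells, of the gene lists of the astroependymal class, of stress genes and of hemoglobin were written before the values were seen, and the tests of the UMI share, of the medians of the gene lists, of mt-Nd3, of free RNA in the called genes, of Folr1, of Adult 2 and 3, of the venous program, of microglial genes and of other groupings were chosen only after the result was seen. Limits for a verdict, such as more than 50% of the called genes, a median under -0.5, 80% of genes with 1 direction and 3 of 10 shared genes, were set with the values known.

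Ttr differed between libraries in cell types other than the astroependymal class, with 50430 CPM in ECs of Adult 1, 20640 and 20020 CPM in Adult 2 and 3, 6921 and 9023 CPM in aged and 7985 and 7781 CPM in EAE ECs. Over 6 samples, near-identical libraries summed, it was set against the astroependymal share of cells and of UMIs in ECs, microglia and PVMs, 6 relations in all. Across samples the lowest Spearman rho with the share of cells was 0.8286, in microglia (permutation p = 0.0583, Pearson's r 0.928), where the test written before asked for a relation in all 3 types over the 11 libraries, so it was left undecided. The 11 libraries were summed to 6 samples only after near-identical ones had been seen. With the share of UMIs the lowest rho was 0.9429, and Pearson's r was 0.932 in ECs, 0.956 in microglia and 0.971 in PVMs. Without the 2 farthest samples r was 0.661 in ECs, 0.862 in microglia and 0.961 in PVMs. Adjusted over the 6 relations, p was 0.00833 to 0.0583 for rho. Free RNA from astroependymal cells may therefore explain Ttr in the other types, and a change of Ttr in ECs with age stays open and was not tested.

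Free RNA was then set against the counts of called genes. Of the genes called between aged and adult ECs 3.967% were over 20 times higher in astroependymal cells, 53 of 1336, against 1.54% of those not called. Of those between EAE and adult PVMs it was 0.4378%, 7 of 1599, against 0.479%. For the interactions of REVs the values were 3.483% (EAE, 14 of 402) and 9.804% (age, 5 of 51), with blood cells included. These values argue against free RNA from the sources tested as the whole cause of these counts. With genes of astroependymal cells left out the counts fell from 1336 to 1272 in aged ECs and from 1599 to 1592 in EAE PVMs. Only astroependymal cells were taken as a source there, so free RNA of blood cells or microglia stays open for both. The 245 tested genes far higher in astroependymal cells had a median log2 fold change of -1.531 in aged ECs, so for these genes free RNA stays open. Ptgds, among the genes that fell most there, was not tested for it. For Folr1, lower in PVMs of EAE, the tested genes far higher in astroependymal cells had a median log2 fold change of -1.548 in PVMs, close to that of Folr1 itself, which was not called (-1.78, adjusted p = 0.137 by edgeR, 44 UMIs in EAE and 170 in adult PVMs), so free RNA is a candidate explanation, and a fall of Folr1 in PVMs themselves stays open.

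The class named astroependymal held more of choroid plexus than of astrocyte transcripts. A cluster of 1453 cells led by astrocyte genes had been named a class of its own, so the naming itself favoured this outcome. The test written before asked for choroid plexus genes far above astrocyte genes in every library, and the lowest ratio of the lowest choroid plexus gene to the highest astrocyte gene was 0.6272, with Kcnj13 at 16.3 to 210 CPM, so it decided nothing. With the medians of both lists, a statistic chosen after this, the lowest ratio was 35.92. Ttr was at 299500 to 360400 CPM, Clic6 at 576 to 1191 CPM and Folr1 at 926 to 1140 CPM, against 0.399 to 7.27 CPM for Aqp4 and 3.05 to 25.9 CPM for Gja1. Cells of the choroid plexus are thus a candidate explanation for the class as named here, and the paper's own class was not tested. Some parenchymal astrocytes among them are not excluded.

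Immediate early and heat shock genes were lower in PVMs of EAE than of adult libraries (Fos -1.97, Jun -2.09, Egr1 -2.64, Hspa1a -2.17 and Dnajb1 -2.55, log2) and of aged than of adult libraries (-0.65 for Fos, and -2.005 for Dnajb1). If stress during dissociation were the cause, the 5 genes should move alike in ECs, microglia and PVMs, which 2 of 5 did between aged and adult and 1 of 5 between EAE and adult libraries. As the test was written before, genes moving apart between types counts against stress during dissociation as a cause common to the types. It was left undecided because all genes but Fos lay in ECs within the spread of the adult libraries, a change made after the values were seen. Stress during dissociation and an effect of the conditions on PVMs cannot be told apart here.

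Hemoglobin transcripts in ECs, microglia and PVMs moved together over 6 samples, with Spearman's rho from 0.6571 to 0.943 and Pearson's r from 0.569 to 0.867 over 9 relations. Adjusted over the 9 relations p was 0.1 to 0.175, so free RNA from red blood cells could not be decided with these samples.

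The mitochondrial gene mt-Nd3 had 0 UMIs among 67835088 in the EAE libraries, in each cell type, and 64.9 to 314.8 CPM in the other libraries. At the lowest of these levels 4403 UMIs would be expected, which argues against depth. The other 9 mitochondrial genes differed by -0.474 to 0.254 between EAE and adult libraries, with a median log2 difference of -0.1612, so mitochondrial RNA as a whole was not lost. It was the 1 gene with 0 UMIs in EAE and more than 1 CPM in every other library. Counting, alignment or a strain variant particular to the EAE libraries may be the cause, and cannot be told apart from an effect of the disease, since both EAE libraries share it.

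Adult 2 and Adult 3 differed by no more than random divisions of their joined cells, with a higher ratio of 1.006 (microglia), and Adult 1 differed from them by 21.9 and 23.2 times such divisions in ECs and by 3.91 and 3.69 times in microglia. This is consistent with captures of one pool, a test chosen after the difference was seen. The aged (1.91 and 1.24), EAE (1.35 and 1.36) and juvenile pairs (1.59, 1.49, 1.56 and 1.18) were close to such divisions, and the microglial values of Aged, EAE and Juvenile 3 and 4 lay just above the highest random division. If these are captures of one pool, the number of independent samples is lower than the number of libraries, and with near-identical libraries summed 2 genes were called between aged and adult ECs by edgeR.

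Abhd2, Ttyh2 and Slc39a1 were among the genes that lead the ECs named venous. Of the 10 leading genes, 4 also lead a subcluster of 208 Lyve1+ PVMs (Actb, Slc39a1, Wtap and Zscan26) and 7 a juvenile CapV subcluster of 384 cells, so an expression state that cells of other types also take may have entered the definition of venous ECs. Nr2f2, kept out of the clustering, was 1.074 times as high in venous ECs as in the higher of CapA and CapV ECs (median over libraries), which leaves venous identity undecided. It was far higher in REVs (307 CPM).

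Tmem119 was higher in MHCII+ than in Lyve1+ PVMs. The 6 other microglial genes of the naming list that could be tested were also higher in MHCII+ PVMs, 4 of them called, with a median log2 fold change of -1.39 and -2.81 for Olfml3. RNA of microglia in the cells named MHCII+, from doublets or from microglia among them, is a candidate explanation, and microglial genes made by MHCII+ PVMs stay open.

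Whether chance can be excluded was counted over other groupings of the same sums, in which cell populations were swapped within libraries. The real grouping was the only 1 with as many genes called for microglia against PVMs (100 groupings, highest other count 2050), Lyve1+ against MHCII+ PVMs (32, 28), tip and mitotic ECs (60, 10), tip ECs (60, 662) and mitotic ECs (60, 544), so chance can be excluded. For REVs against other ECs (8 groupings) and against CapV and venous ECs (16) it was also the only 1, with highest other counts of 0 (against 1883) and 122 (against 2347), but so few groupings cannot exclude chance by this count. Subclusters were defined on the same cells, which this count does not address.

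Values that belong at no claim were the following. REVs by cluster made up 1.29% ± 0.810 (SD, n = 2) of adult and 1.57% ± 0.0942 of aged ECs, and MHCII+ PVMs 6.41% ± 1.43 of juvenile, 15.6% ± 13.4 of adult and 11.6% ± 0.893 of aged PVMs, comparisons that were removed after the results were seen. Of the PVMs set aside for markers of a second class, 114 came from Adult 1. Aplnr had 0 UMIs in ECs other than REVs of both aged libraries and 166 and 183 in those of Adult 2 and 3. REVs of Adult 1 numbered 6, below the 10 cells asked for, so this library did not enter comparisons of REVs with other ECs.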
